# Ovarian ERβ cistrome and transcriptome reveal chromatin interaction with LRH-1

**DOI:** 10.1186/s12915-023-01773-1

**Published:** 2023-11-29

**Authors:** Madeleine Birgersson, Rajitha Indukuri, Linnéa Lindquist, Lina Stepanauskaite, Qing Luo, Qiaolin Deng, Amena Archer, Cecilia Williams

**Keywords:** ChIP-seq, ERβ, Esr2, LRH-1, Nr5a2, Ovary, RNA-seq

## Abstract

**Background:**

Estrogen receptor beta (ERβ, Esr2) plays a pivotal role in folliculogenesis and ovulation, yet its exact mechanism of action is mainly uncharacterized.

**Results:**

We here performed ERβ ChIP-sequencing of mouse ovaries followed by complementary RNA-sequencing of wild-type and ERβ knockout ovaries. By integrating the ERβ cistrome and transcriptome, we identified its direct target genes and enriched biological functions in the ovary. This demonstrated its strong impact on genes regulating organism development, cell migration, lipid metabolism, response to hypoxia, and response to estrogen. Cell-type deconvolution analysis of the bulk RNA-seq data revealed a decrease in luteal cells and an increased proportion of theca cells and a specific type of cumulus cells upon ERβ loss. Moreover, we identified a significant overlap with the gene regulatory network of liver receptor homolog 1 (LRH-1, Nr5a2) and showed that ERβ and LRH-1 extensively bound to the same chromatin locations in granulosa cells. Using ChIP-reChIP, we corroborated simultaneous ERβ and LRH-1 co-binding at the ERβ-repressed gene *Greb1* but not at the ERβ-upregulated genes *Cyp11a1* and *Fkbp5*. Transactivation assay experimentation further showed that ERβ and LRH-1 can inhibit their respective transcriptional activity at classical response elements.

**Conclusions:**

By characterizing the genome-wide endogenous ERβ chromatin binding, gene regulations, and extensive crosstalk between ERβ and LRH-1, along with experimental corroborations, our data offer genome-wide mechanistic underpinnings of ovarian physiology and fertility.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01773-1.

## Background

The highly regulated function of the ovary is essential for female fertility and endocrine homeostasis. The ovary is the source of oocytes and the major provider of the female steroid sex hormones estrogen and progesterone. Ovarian dysfunction is relatively common, with incidences of primary ovarian insufficiency and early menopause estimated at 3.7% and 12.2%, respectively [1]. Several factors are known to disturb ovarian functionality, including age [2, 3], diseases such as polycystic ovary syndrome [4], and lifestyle-related factors including obesity [5–9]. Yet, the exact mechanism behind ovarian dysfunction remains largely unknown.

Estrogen, along with progesterone, regulates female fertility. The production of estrogen is a cooperative interaction between theca and granulosa cells of the ovary. Theca cells produce androstenedione that diffuses to the neighboring granulosa cells where it is aromatized by aromatase (CYP19A1) to estrone (E1). E1 is then converted to 17β-estradiol (E2) by hydroxysteroid 17β dehydrogenase 1 (HSD17B1). Aromatase in the granulosa cells also converts the testosterone produced by the theca cells into E2. The effect of E1 and E2 is mediated through binding to the nuclear receptors estrogen receptor α (ERα, *ESR1*) and β (ERβ, *ESR2*), or the membrane G protein-coupled estrogen receptor 1 (GPER1). ERα is expressed in several female organs, including theca cells of the ovary, as well as in the hypothalamus, and the pituitary gland [10–12], and is essential for female reproduction. Women born with an inactivating mutation in this gene exhibit delayed puberty, primary amenorrhea, multiple ovarian cysts, and infertility [13, 14]. Mice lacking ERα are also infertile and develop cystic follicles [15, 16]. ERβ, which is a homolog of ERα, has a noticeably more restricted expression pattern and is predominantly expressed in the granulosa cells of the ovary [17–21]. Its function is also less understood. Only one woman has been described to be born with a dominant negative ERβ mutation. This woman was infertile with complete ovarian failure (undetectable ovaries) and reduced estrogen levels [22]. Female rats that lack ERβ develop ovaries but are infertile and lack an estrous cycle, have lower E2 levels in serum, and do not respond to gonadotropins [23]. A resulting activation of primordial follicles has been reported to lead to premature ovarian senescence in these females [24]. ERβ knockout (ERβKO or BERKO) female mice also develop ovaries, but lack follicular and oocyte maturation, and are subfertile [25]. They exhibit a reduced luteinizing hormone (LH) surge and reduced response to follicle-stimulating hormone (FSH) [25, 26], reduced estrogen surge at diestrus [27, 28], and they become infertile by 6 months of age [27]. This phenotype has been experimentally demonstrated to be dependent on ovarian ERβ, as it can be rescued by transplantation of a wild-type (WT) ovary into knockout mice [28]. Previous microarray and RNA-sequencing (RNA-seq) comparisons of granulosa cells from WT and ERβKO rodents, identified differences in FSH and LH target gene expression (e.g., *Lhcgr*, *Cyp11a1*, *Cyp19a1*, *Runx2*, and *Ptgs2*), confirming the significance of ERβ during folliculogenesis and ovulation [29, 30]. However, the exact mechanism of ERβ in the ovary, including its genome-wide endogenous chromatin binding, cross talk, and direct transcriptional impact has not been determined [31].

An obstacle for ERβ research has been a lack of specific antibodies [17]. However, in recent years, a validated, specific antibody has become available [17, 19, 21, 32–34]. In our study, this antibody was used to provide new insight into the role of ERβ in normal ovarian function and fertility. We performed chromatin immunoprecipitation sequencing (ChIP-seq) of ERβ in mouse ovaries to provide a map of endogenous ERβ chromatin-binding sites. We further compared its cistrome with corresponding RNA-seq data (WT versus ERβKO ovaries) and describe the direct role of ERβ in the regulation of specific ovarian functions. Finally, we demonstrate crosstalk between LRH-1, which is essential for ovulation, and ERβ, a finding that progresses our understanding of the molecular mechanism underlying female fertility.

## Results

### ERβ is expressed in granulosa cells throughout folliculogenesis

ERβ is known to be expressed in granulosa cells, but its expression in other cells including theca cells has been debated [19]. We performed immunohistochemistry (IHC) with an ERβ antibody (PPZ0506) that has been thoroughly validated across different tissues in humans and rodents [17, 19–21]. We confirmed that ERβ was strongly expressed in the nucleus of granulosa cells. Some nuclear staining was further observed in cells surrounding the theca layer and in a few cells in the stroma, but not within the theca cell layer itself (Fig. 1A, upper panel). In ERβKO ovaries, ERβ expression (IHC) was absent from the granulosa cells (Fig. 1A, lower panel). However, some cytoplasmic staining, mostly of stroma cells, was still present and was deemed to be non-specific. We corroborated the ERβ expression using ERβ RNA in situ hybridization. This confirmed its high expression in granulosa cells and showed clear evidence of ERβ in the layer surrounding the theca cells of the follicle, which may correspond to the follicular microvasculature, and in a minority of other stromal cells, while the theca cells themself appeared blank (Fig. 1B). ERβ expression was further corroborated by western blot (WB) using the same antibody and by qPCR directed towards the exon deleted in the knockout (Fig. 1C-D). The WB of the WT ovary reveals two bands of similar intensity near the expected size. These are likely to correspond to the two murine splice variants of ERβ, the 567 amino acid (aa) ERβ_ins (isoform 1 / NM_207707.1) and the 549 aa ERβ (isoform 2 / NM_010157.3) which differ by an 18-aa long sequence (approx. 2 kDa) of the ligand binding domain. The epitope for the antibody is at the N-terminal part of the receptor (corresponding to the first coding exon), and the antibody thus recognizes both splice variants. The expression of the two splice variants was confirmed at the gene expression level (Additional file 1: Fig. S1). To be noted, the knockout mice have exon 3 deleted which creates a frameshift and premature termination during translation. Had any truncated proteins or peptides been expressed, these should have been recognized by the antibody. Since the granulosa cells of the knockout were primarily negative by IHC, we determined that ovarian ERβ is fully absent following knockout. Finally, we investigated if ERβ protein expression differed depending on the follicular stage (primary, small preantral, large preantral, antral), but did not find a significant change (Fig. 1E). We conclude that ERβ protein is highly and consistently expressed in granulosa cells during folliculogenesis and that ERβ is also expressed in cells surrounding the theca cells.

**Fig. 1:**
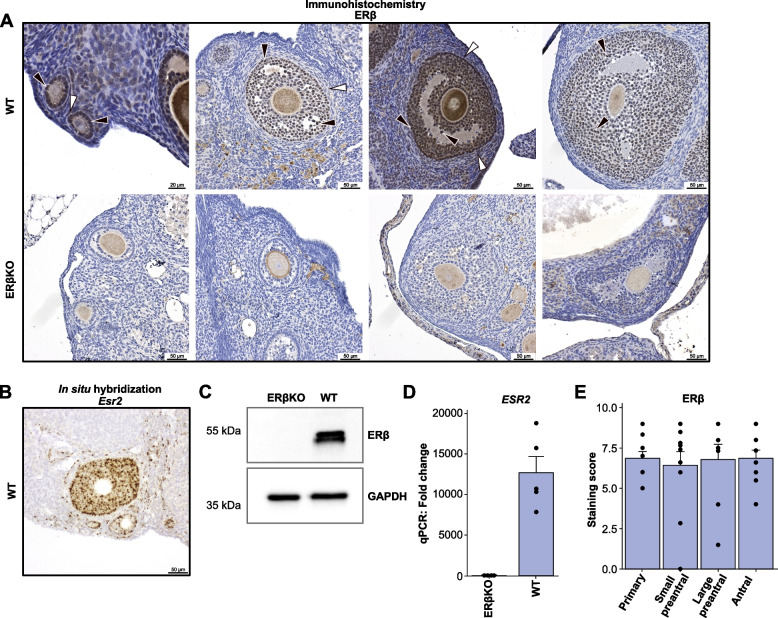
ERβ is expressed in granulosa cells and some stromal cells of the ovary. **A** IHC with the validated antibody PPZ0506 in WT (upper panel, bar indicates 20 μm in the left panel and 50 μm in all other, black arrows indicate granulosa cells and white theca cells, *n* = 4) and ERβKO (lower panel, *n* = 4) mouse ovary. **B** In situ hybridization with a probe against *Esr2* in WT female ovary (*n* = 2 mice, one representative ovary shown in image) confirms ERβ expression in granulosa cells, in cells surrounding the outer layer of theca cells, and in some stromal cells in mouse ovary. **C** Western blot (one of 2 replicates, each with 2 pooled ovaries), and **D** qPCR analysis (*n* = 5, paired t-test) corroborates the loss of ERβ expression in ERβKO ovaries. Both mouse ERβ isoforms (549 aa, calculated molecular weight 61.2 kDa and 567 aa ERβ_ins with 18 inserted aa,, calculated molecular weight 63.2 kDa) are visible near the expected sizes, with both bands being absent in the knockout ovary. **E** Assessment of ERβ protein expression by IHC in WT mice (*n* = 11), separated by follicular stage and each follicle scored according to staining intensity and area

### The endogenous ovarian ERβ cistrome

ERβ is located within the nucleus (as can be noted in Fig. 1A) and functions as a transcription factor. To explore its endogenous genome-wide chromatin binding in the ovary, we performed ChIP-seq of WT mouse ovaries with the same ERβ antibody (PPZ0506) that was previously optimized for ChIP of human ERβ in cell lines [33, 34]. The experiment was performed in biological triplicates and compared to inputs. More than 80% of the produced sequencing reads were of high quality, and between 25 and 31 M reads per ChIP sample were aligned to the genome (GRCm38, Additional file 2: Table S1). A heatmap and Venn diagram illustrate that the majority of binding sites were detected in all three replicates (3175 sites, Fig. 2A-B). As many as 4875 ERβ-binding sites were detected in at least two ChIP replicates and were used for further analysis. The ERβ ChIP-seq was further validated by using ChIP-seq data from ERβKO ovaries instead of input (> 70% of sites confirmed, Additional file 1: Fig. S2A-B and Additional file 3: Table S2). In accordance with ERβ cistromes from other cell types [34–37], the majority of binding sites were located in introns and intergenic regions (87%), and a minority (5%) in promoter regions (-1 kilobase (kb) to +100 base pairs (bp) from the gene transcription start sites, TSS, Fig. 2C). Notably, the intronic binding sites were most frequently located in intron 1 (36%) or intron 2 (18%).

**Fig. 2:**
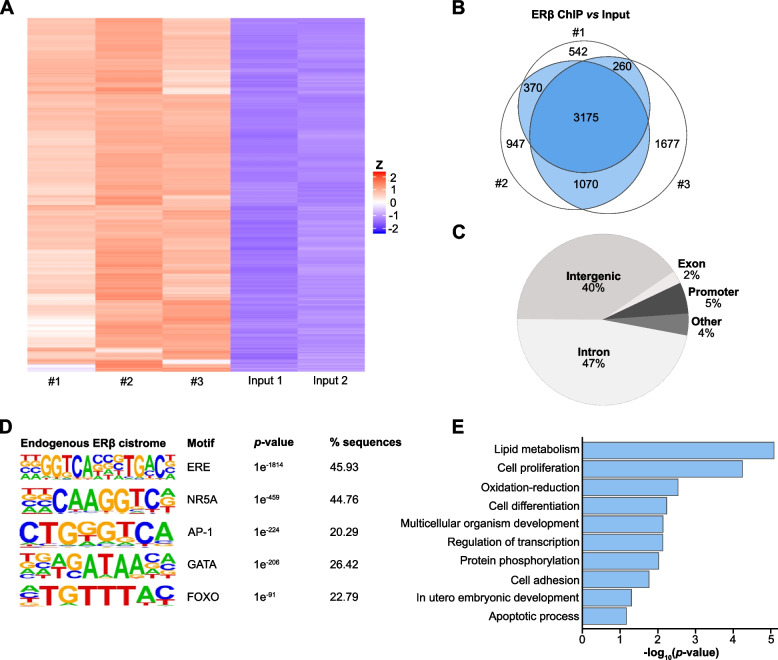
Genome-wide landscape of ERβ chromatin binding in mouse ovary. **A** ERβ chromatin-binding sites in mouse ovary per ChIP-seq replicate (*n* = 3 replicates, each with 14 pooled ovaries from 7 mice) in relation to corresponding input samples, visualized in a heatmap. **B** Venn diagram of detected ERβ-binding sites in ChIP-seq triplicates normalized against input. Sites present in at least two replicates, colored in blue, were used in further analysis. **C** The genomic distribution of ERβ-binding sites. All regions, except intergenic regions, were significantly enriched (*p* < 0.005). **D** Top-enriched DNA motifs among ERβ-bound genomic sequences, identified using HOMER de novo motif analysis (sorted by *p*-value). % sequences represent the percentage of ChIP:ed sequences (bound sites) that have a particular motif. The percentages will not add up to 100% as each sequence can have more than one motif. **E** Enriched biological functions among genes nearest ERβ chromatin-bound sites (within −50 kb to +2 kb)

We next determined which transcription factor binding sequence motifs were significantly enriched in the ERβ-bound DNA. Using HOMER, we identified that the estrogen response element (ERE) was the most enriched (*p* = 1e^−1814^) and abundant motif (present in 45.9% of the bound sequences whereas the background frequency is 3.6%), as would be expected (Fig. 2D). Further, motifs of the well-known ER-tethering and pioneering factors AP-1, GATA, and FOXO were highly enriched (Fig. 2D). This confirmed the specificity of the antibody and the accuracy of the experiment. Interestingly, the NR5A motif was the second most enriched motif and as abundant (44.8% of bound sequences, significant enrichment over the 16.6% background frequency, *p* = 1e^−459^) as the ERE. The NR5A motif can be bound by two nuclear receptors: the steroidogenic factor 1 (SF-1/Nr5a1) and the liver homolog 1 (LRH-1/Nr5a2). Both are expressed in the mouse ovary and essential for ovulation [38, 39]. While SF-1 has been observed in relation to ERβ previously, an interaction with LRH-1 has not been reported. We found no difference in the types of motifs bound in promoter regions versus more distant (enhancer) regions (Additional file 1: Fig. S2C).

Finally, we mapped which genes’ TSS were located closest to each ERβ-binding site (Additional file 3: Table S2). Biological pathway analysis on those genes’ functions revealed enrichments related to lipid metabolism, cell proliferation, cell differentiation, multicellular organism development, cell adhesion, transcription regulation, and apoptosis (Fig. 2E). These are functions that ERβ is known (transcription regulation, cell proliferation, apoptosis, cell adhesion) or proposed (cell differentiation, multicellular organism development, lipid metabolism) to modulate in various cell types. This significant enrichment suggests that ovarian ERβ has the potential to impact these functions, although not all bound genes may be de facto regulated. Thus, we here describe the complete endogenous ovarian ERβ cistrome for the first time.

### ERβ influences the ovarian transcriptomic landscape

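Whole ovaries of 5 WT mice and 4 ERβKO mice, in which exon 3 of the ERβ gene is deleted in the germline, gave 1 RNA-seq library each. The study gives an age of 4 to 20 weeks for the mice of all its experiments, and the ovaries were not staged by estrous cycle. The libraries were prepared from polyadenylated RNA with the strand kept and sequenced as read pairs of 150 bp, and the study states at least 13 M read pairs per sample. The authors mapped the reads to the mouse genome GRCm38 with STAR, counted them on genes with FeatureCounts, and calculated FPKM and TPM per gene with StringTie. The counts used here are the deposited counts on 46078 genes, to which no normalization had been applied. Between 12353740 and 16519975 fragments were counted per WT library (median 14880505), and between 13088728 and 18717510 per ERβKO library (median 15428802). The totals did not differ between the genotypes (two-sided exact permutation test, p = 0.429). Differential expression was tested on the counts with edgeR's quasi-likelihood test after TMM normalization, over the 16722 genes that passed edgeR's filter on low counts, while the paper used DESeq2, which is given as an alternative. As in the paper, DEGs had a Benjamini-Hochberg adjusted p under 0.05, an absolute log2 fold change over 0.4 and a mean FPKM over 1 in at least 1 genotype. Log2 fold changes are ERβKO over WT, and FPKM values are those of the authors, given as mean ± SD. With 5 ovaries against 4, the smallest p that a two-sided exact permutation test allows is 0.0159. The deleted gene, Esr2 (ENSMUSG00000021055, chromosome 12 of GRCm38 from 76120419 to 76177259), was counted over its whole length, so that its count includes the exons that remain in the knockout allele. Its level was 17.8, 12.4, 14.9, 23.9 and 14.5 FPKM in WT replicates 1 to 5 and 14.3, 16.2, 10.5 and 23.7 FPKM in ERβKO replicates 1 to 4. The log2 fold change of Esr2 was -0.023 (standard error 0.24), with an adjusted p of 0.966 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so the count over the whole gene does not separate the genotypes.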

To map the consequences of ERβ deletion on the ovarian transcriptional landscape, we performed RNA-seq on ovaries from WT (*n* = 5) and ERβKO (*n* = 4) mice. 

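In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 287 genes met the criteria for DEGs between the 4 ERβKO and the 5 WT ovaries, of which 153 were higher and 134 were lower in ERβKO ovaries. At an unadjusted p under 0.05, 3315 of the 16722 tested genes differed. The choice of tool moved this count most among the normalizations and tools tried. With DESeq2 on the same counts and criteria, 803 genes were DEGs, 376 higher and 427 lower, and 285 of the 287 genes were among them. The count also depended on single ovaries. With each ovary left out in turn, between 60 DEGs (without ERβKO replicate 2) and 919 DEGs (without WT replicate 2) were called. On the first principal component of the log2 CPM, which held 35.9% of the variance, WT replicate 2 lay at 9.43, between the other WT ovaries (-43.8 to -15.6) and the ERβKO ovaries (19.4 to 35.4). Each of the 287 DEGs kept its direction in the 9 fits that left out 1 ovary.

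**Figure D1:**
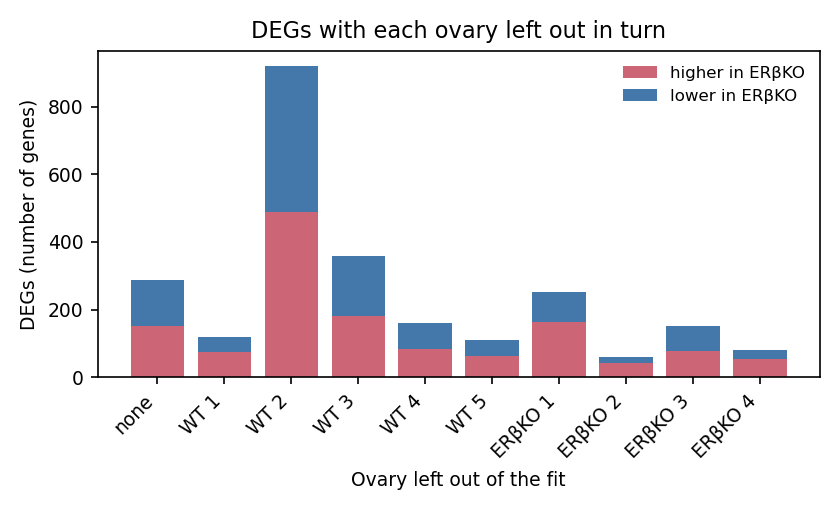
Number of DEGs between ERβKO and WT ovaries (vertical axis) with all 9 ovaries and with each ovary left out in turn (horizontal axis), divided into genes higher and genes lower in ERβKO ovaries. The bar without WT replicate 2 reaches 919 genes and the bar with no ovary left out 287.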

We identified 803 differentially expressed genes (DEGs) following the loss of ERβ, with a relatively uniform distribution between up- and downregulated genes (375 upregulated and 427 downregulated, Fig. 3A, Additional file 4: Table S3). Thrombospondin 4 (*Thbs4*, adhesion) was the most significantly downregulated gene following loss of ERβ (Fig. 3A). 

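Thbs4 (ENSMUSG00000021702) lies on chromosome 13 of GRCm38 from 92751590 to 92794818. Its level was 31.0 ± 8.2 FPKM in WT and 4.13 ± 1.0 FPKM in ERβKO ovaries (SD, n = 5 and 4), a log2 fold change of -2.93 (standard error 0.22). The adjusted p was 0.000462 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest among the DEGs lower in ERβKO ovaries. Every ERβKO ovary had less Thbs4 than every WT ovary (two-sided exact permutation test, p = 0.0159), and the log2 fold change stayed between -3.11 and -2.79 with each ovary left out in turn.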

*Thbs4* is abundant in normal ovary and related to the polycystic ovary syndrome-associated gene *Thbs1* [40]. Further, as would be expected, genes involved in response to estrogen were significantly enriched and specifically downregulated (incl., *Star*, *Igfbp2*, *Tgfbr1*, *Pdgfrb*) in the absence of ERβ (Fig. 3B, Additional file 4: Table S3). 

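Table S3 lists 7 downregulated genes under this function, and all 7 were lower in ERβKO ovaries, with log2 fold changes from -1.91 to -0.59. Their shared direction is not independent evidence, since they were listed as lower in these same ovaries. Among all DEGs, Table S3 lists 10 genes under this function, of which 7 were lower and 3 higher here, with log2 fold changes up to 1.23. By the criteria for DEGs, 2 of the 7 downregulated genes were called with edgeR's quasi-likelihood test and 7 with DESeq2. Pdgfrb fell from 13.4 ± 2.6 FPKM in WT (SD, n = 5) to 9.03 ± 1.3 FPKM in ERβKO ovaries (SD, n = 4), a log2 fold change of -0.59 (standard error 0.13). Its adjusted p was 0.0487 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of Tgfbr1 was -0.85 (standard error 0.22), with levels of 29.6 ± 9.6 FPKM in WT and 16.7 ± 1.1 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Star it was -1.91 (standard error 0.45), with 197 ± 89 FPKM in WT and 53.4 ± 27 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Igfbp2, at 19.7 ± 5.0 FPKM in WT and 12.7 ± 1.3 FPKM in ERβKO ovaries (SD, n = 5 and 4), it was -0.67 (standard error 0.19). Adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0726 for Tgfbr1, 0.0573 for Star and 0.0905 for Igfbp2, which are above 0.05, and those of DESeq2 were 0.00384, 0.00345 and 0.0141. Over the alternative fits the adjusted p of Star ran from 0.00345 to 0.422, that of Tgfbr1 from 0.00384 to 0.561 and that of Igfbp2 from 0.0141 to 0.510.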

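Of the cell adhesion genes, Itga1, Itga2, Itga4, Itga5 and Cdh11 had lower levels in ERβKO ovaries. Itga5 was the DEG among these 5, with 10.5 ± 0.88 FPKM in WT and 7.99 ± 0.54 FPKM in ERβKO ovaries (SD, n = 5 and 4). This is a log2 fold change of -0.44 (standard error 0.078), with an adjusted p of 0.0219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of the others were -0.42 for Itga1, -0.70 for Itga2, -0.50 for Itga4 and -0.48 for Cdh11. Their adjusted p-values in the same edgeR test with Benjamini-Hochberg adjustment lay between 0.0846 for Itga2 and 0.106 for Cdh11. With DESeq2 all 4 were DEGs, with adjusted p-values from 0.0113 to 0.0337, while over all alternative fits the adjusted p of Cdh11 ran from 0.0205 to 0.411. All 5 potassium channel genes of this list were lower, with log2 fold changes from -4.78 for Kcnj16 to -0.78 for Kcnma1. Kcnab3, at 20.1 ± 7.1 FPKM in WT and 5.15 ± 2.6 FPKM in ERβKO ovaries (SD, n = 5 and 4), had a log2 fold change of -2.03 (standard error 0.37). For Kcnd2, at 5.33 ± 1.2 FPKM in WT and 2.23 ± 0.72 FPKM in ERβKO ovaries (SD, n = 5 and 4), it was -1.27 (standard error 0.25). Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0258 and 0.0323. Kcnj16 was near the limit of detection in ERβKO ovaries, with at most 9 counts in an ovary, and was also a DEG (adjusted p = 0.0378 in the same edgeR test). Kcnk3 and Kcnma1 were DEGs with DESeq2 (adjusted p = 0.000303 and 0.00471) and not in edgeR's quasi-likelihood test (adjusted p = 0.0573 and 0.0678). Over the alternative fits their adjusted p ran from 0.000303 to 0.443 and from 0.00471 to 0.504.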

Other enriched functions among the downregulated genes included cell adhesion (e.g., *Thbs4*, *Itga1*, *Itga2*, *Itga4*, *Itga5*, *Cdh11*), oxidation-reduction (e.g., *Cyp11a1*, *Hsd17b7*), and ion transport (incl. potassium channels *Kcnab3*, *Kcnd2*, *Kcnj16*, *Kcnk3*, *Kcnma1*) (Fig. 3B). The ovarian expression of these genes is thus indicated to be upregulated as a consequence of ERβ expression. 

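Sema3b, Sema3c, Sema3e and Sema3g were all higher in ERβKO ovaries, with log2 fold changes of 0.50, 0.57, 0.75 and 1.02. Sema3b was measured at 4.39 ± 0.60 FPKM in WT and 6.14 ± 0.43 FPKM in ERβKO ovaries (SD, n = 5 and 4). Sema3g was measured at 7.33 ± 3.0 FPKM in WT and 15.2 ± 1.3 FPKM in ERβKO ovaries (SD, n = 5 and 4). Both were DEGs in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.0424 and 0.0487). Sema3c and Sema3e had adjusted p-values of 0.0923 and 0.0570 in that test and of 0.0254 and 0.00367 with DESeq2. Over the alternative fits the adjusted p ran from 0.0184 to 0.432 for Sema3c and from 0.00367 to 0.421 for Sema3e. For Smad6 the level was 0.777 ± 0.26 FPKM in WT and 1.67 ± 0.45 FPKM in ERβKO ovaries (SD, n = 5 and 4) and the log2 fold change 1.05 (standard error 0.29). The adjusted p was 0.0883 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.0120 with DESeq2 and a range of 0.0120 to 0.429 over the alternatives. Runx2 (ENSMUSG00000039153) was lower in ERβKO ovaries, at 28.0 ± 19 FPKM in WT and 2.32 ± 0.58 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Runx2 the log2 fold change was -3.57 (standard error 0.60), with an adjusted p of 0.0185 from the same edgeR test. Among the WT ovaries Runx2 was lowest in replicate 2, at 7.52 FPKM, and each WT ovary had more Runx2 than each ERβKO ovary (two-sided exact permutation test, p = 0.0159).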

Among the genes upregulated in absence of ERβ (i.e., downregulated as a consequence of ERβ expression), we find FSH and LH targets (incl. *Fshr*, *Cyp11a1*, *Gata4*, *Runx2*) (Fig. 3A), along with genes related to neural crest cell migration (*Sema3b*, *Sema3c*, *Sema3e*, and *Sema3g*), fatty acid metabolism (e.g., *Fasn*), TGFβ receptor signaling (e.g., *Smad6*), and male gonad development (e.g., *Inha*, *Kitl*, *Gata1*, *Gata4*) (Fig. 3B). Moreover, the male sex determination gene desert hedgehog (*Dhh*) was upregulated. 

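Dhh (ENSMUSG00000023000) lies on chromosome 15 of GRCm38 from 98893031 to 98898540. An annotated gene on the opposite strand covers 25.2% of its exon length, so its count is uncertain if the counting did not use the strand. Its level was 3.83 ± 1.2 FPKM in WT and 9.09 ± 0.50 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Dhh the log2 fold change was 1.23 (standard error 0.19) with an adjusted p of 0.0148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it stayed between 1.14 and 1.45 with each ovary left out in turn. All 4 ERβKO ovaries exceeded all 5 WT ovaries (two-sided exact permutation test, p = 0.0159).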

We further noted upregulation of plexin C1 (*Plxnc1*) in ERβKO ovaries (Fig. 3A). 

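The level of Plxnc1 (ENSMUSG00000074785, chromosome 10 of GRCm38 from 94790866 to 94944578) was 13.7 ± 0.64 FPKM in WT and 36.9 ± 7.5 FPKM in ERβKO ovaries (SD, n = 5 and 4). This difference, a log2 fold change of 1.41 (standard error 0.12), had an adjusted p of 0.000796 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was past the threshold in 20 of the 20 alternative fits, with adjusted p-values from 1.12e-21 to 0.0189.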

*Plxnc1* is related to *Plxnb1* which is involved in mouse follicular development [41]. 

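Greb1 (ENSMUSG00000036523, chromosome 12 of GRCm38 from 16670615 to 16800886) had a log2 fold change of 0.94 (standard error 0.24). The mean was 68.5 ± 22 FPKM in WT (SD, n = 5) and 131.3 ± 24 FPKM in ERβKO ovaries (SD, n = 4). Every ERβKO ovary was above every WT ovary (two-sided exact permutation test, p = 0.0159), although ERβKO replicate 1, at 97.0 FPKM, lay below the other ERβKO ovaries. The adjusted p was 0.0741 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.00492 from DESeq2, and ran from 0.00492 to 0.193 over the alternative fits.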

Interestingly, *Greb1*, which is upregulated both by ERα [42] and ERβ (engineered expression, [43]) in human breast cancer cells, was found among these genes. These functions and genes are thus potentially repressed by ERβ in the ovary. Genes with functions in lipid metabolism (e.g., *Fads6* down, *Lep* up) and angiogenesis (e.g., *Angpt1* down, *Angpt2* and *Angpt4* up) were enriched among both up- and downregulated genes. 

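Fads6 was lower in ERβKO ovaries, at 23.6 ± 7.5 FPKM in WT and 10.9 ± 2.3 FPKM in ERβKO ovaries (SD, n = 5 and 4). Its change, as log2 fold change, was -1.16 (standard error 0.25), with an adjusted p of 0.0468 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The level of Lep rested largely on a single ovary: it was 20.1 FPKM in ERβKO replicate 1 and 4.51, 4.12 and 2.30 FPKM in ERβKO replicates 2 to 4. The mean was 1.67 ± 0.60 FPKM in WT ovaries (SD, n = 5). Its log2 fold change was 2.17 (standard error 0.58) with all ovaries and 1.10 without ERβKO replicate 1. Angpt1 was lower in ERβKO ovaries, at 5.06 ± 1.9 FPKM in WT and 2.62 ± 0.29 FPKM in ERβKO ovaries (SD, n = 5 and 4), and 14.2% of its exon length is shared with an annotated gene on the opposite strand. Angpt2 was higher, at 5.41 ± 0.95 FPKM in WT and 9.02 ± 2.9 FPKM in ERβKO ovaries (SD, n = 5 and 4). Angpt4 was also higher, at 1.34 ± 0.48 FPKM in WT and 2.62 ± 0.94 FPKM in ERβKO ovaries (SD, n = 5 and 4). The log2 fold changes were -0.95 (standard error 0.27), 0.72 (standard error 0.21) and 0.95 (standard error 0.32). Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0804 for Lep, 0.0997 for Angpt1, 0.0992 for Angpt2 and 0.139 for Angpt4. The corresponding values with DESeq2 were 0.0213, 0.0122, 0.0223 and 0.0492, and over the alternative fits they reached 0.600, 0.675, 0.417 and 0.392.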

When all DEGs (regardless of direction) were analyzed for biological process enrichment, lipid metabolism, glucose homeostasis, response to hypoxia, response to stimulus, and multicellular organism development were among the enriched functions (Fig. 3C, Additional file 4: Table S3). We conclude that deletion of ERβ impacts several pathways essential for normal ovarian function, including the repression of male gonad development.

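The genes named for male gonad development, Inha, Kitl, Gata1 and Gata4, were all higher in ERβKO ovaries. Gata1 (ENSMUSG00000031162, chromosome X of GRCm38 from 7959260 to 7978071) was low in both genotypes, at 1.42 ± 0.20 FPKM in WT and 3.58 ± 0.78 FPKM in ERβKO ovaries (SD, n = 5 and 4), with at most 61 counts in a WT ovary. Its log2 fold change was 1.31 (standard error 0.20) with an adjusted p of 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Kitl was measured at 13.1 ± 3.2 FPKM in WT and 23.3 ± 4.2 FPKM in ERβKO ovaries (SD, n = 5 and 4). This is a log2 fold change of 0.79 (standard error 0.17), with an adjusted p of 0.0475 from the same edgeR test. Inha was abundant, at 352 ± 26 FPKM in WT and 509 ± 86 FPKM in ERβKO ovaries (SD, n = 5 and 4), with a log2 fold change of 0.50 (standard error 0.12). For Gata4, at 34.1 ± 6.5 FPKM in WT and 54.1 ± 10.3 FPKM in ERβKO ovaries (SD, n = 5 and 4), the log2 fold change was 0.63 (standard error 0.16). For Inha and Gata4 the adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0610 and 0.0628, those of DESeq2 0.00751 and 0.00749, and the ranges over the alternative fits 0.00751 to 0.169 and 0.00749 to 0.239. From the functions enriched among the lower, the higher and all DEGs, male gonad development among them, the paper concludes that loss of ERβ affects pathways needed for normal ovarian function.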

**Fig. 3:**
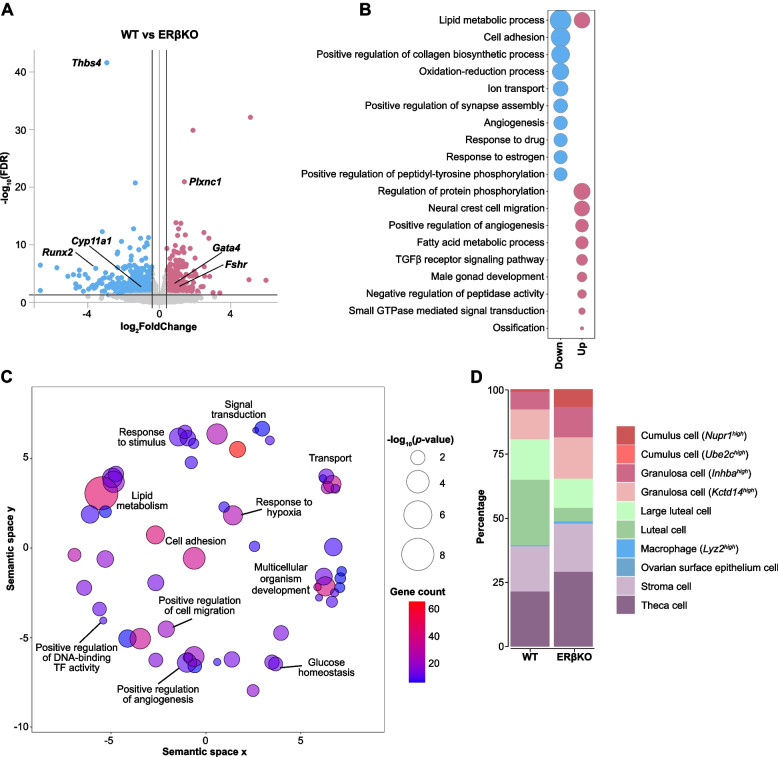
Impact of ERβ on the ovarian transcriptional landscape. **A** Volcano plot of ERβ-regulated genes. Genes were considered differentially expressed when FDR < 0.05 and log_2_FC >|0.4| (*n* = 5 WT, *n* = 4 ERβKO). **B** Top-10 enriched biological pathways of the down- (blue) and upregulated (red) DEGs. The size of the bubbles corresponds to the enrichment score (-log_10_(*p*-value)). **C** All significantly enriched biological pathways visualized in semantic space. The size and color of the bubbles correspond to the enrichment score (-log_10_(*p*-value)) and gene count, respectively. **D** Bar chart presenting the projected cell type abundance in the ovary of WT and ERβKO mice (Wilcoxon rank-sum exact test)

### ERβ impacts the ovarian cell composition

Since the analysis above identified the gene expression of the complete ovary, we next used the RNA-seq data to investigate whether the loss of ERβ impacted the ovarian cell composition. By applying digital cytometry, using gene signatures from published mouse ovary single-cell RNA-seq data [44] along with CIBERSORTx [45], on our bulk RNA-seq data, we could estimate the abundance of different cell types. This identified in total 10 different cell types encompassing two types of granulosa cells (*Inhba*^high^ and *Kctd14*^high^), two types of luteal cells (regular and large), theca cells, two types of cumulus cells (*Nupr1*^high^ and *Ube2c*^high^), ovarian surface epithelial cells, macrophages (*Lyz2*^high^), and stromal cells. 

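The deconvolution itself was not repeated here. In its place, the mean log2 CPM of 15 lists of cell type markers, written before the data were examined, was compared between the 4 ERβKO and the 5 WT ovaries. The 10 luteal markers averaged 9.00 ± 0.54 in WT (SD, n = 5) and 7.94 ± 0.96 in ERβKO ovaries (SD, n = 4), and 9 of the 10 were lower in ERβKO ovaries. The ovaries overlapped in this measure (two-sided exact permutation test, p = 0.111). In camera, a test of the list against all other genes with a preset correlation of 0.01 between genes, the list was lower (median log2 fold change -0.86, adjusted p = 1.68e-05). The test fry, which takes the correlation from the ovaries, gave an adjusted p of 0.154. Granulosa markers were higher, at 6.90 ± 0.25 in ERβKO (SD, n = 4) and 6.26 ± 0.19 in WT ovaries (SD, n = 5). Every ERβKO ovary was above every WT ovary (exact permutation test, p = 0.0159, or p = 0.0794 after Benjamini-Hochberg adjustment over the 15 lists). Both list tests called the granulosa list, with an adjusted p of 1.91e-06 in camera and 0.00188 in fry. Log2 fold changes over its 10 genes ran from 0.11 for Nr5a2 to 1.09 for Inhbb. Table S3 holds 4 of them (Fshr, Inha, Inhbb and Hsd17b1), so the list does not tell more granulosa cells from higher levels of such genes in each cell. Theca markers averaged 5.27 ± 0.44 in WT (SD, n = 5) and 5.96 ± 0.38 in ERβKO ovaries (SD, n = 4). The exact permutation test gave this difference p = 0.0476, or p = 0.179 after the same adjustment. The adjusted p of the theca list was 0.434 with camera and 0.266 with fry. Among the 4 theca genes tested, Cyp17a1 had a log2 fold change of 2.35, and Ptch1, Gli1 and Hhip had 0.033, 0.12 and -0.063. The higher theca mean therefore rests largely on Cyp17a1. Calls under both camera and fry were obtained for the granulosa, Schwann and Sertoli cell lists, and under camera alone for the luteal, adipocyte and oocyte lists. Nupr1, whose name the study gives to a cumulus cell type, was measured at 108 ± 29 FPKM in WT (SD, n = 5) and 90.8 ± 33 FPKM in ERβKO ovaries (SD, n = 4). Its log2 fold change was -0.38 (standard error 0.26). Ube2c, Inhba and Kctd14, after which other cell types are named, had log2 fold changes of 0.18, 0.74 and 0.27. The adjusted p-values of these 4 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.446, 0.669, 0.352 and 0.377.

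**Figure D2:**
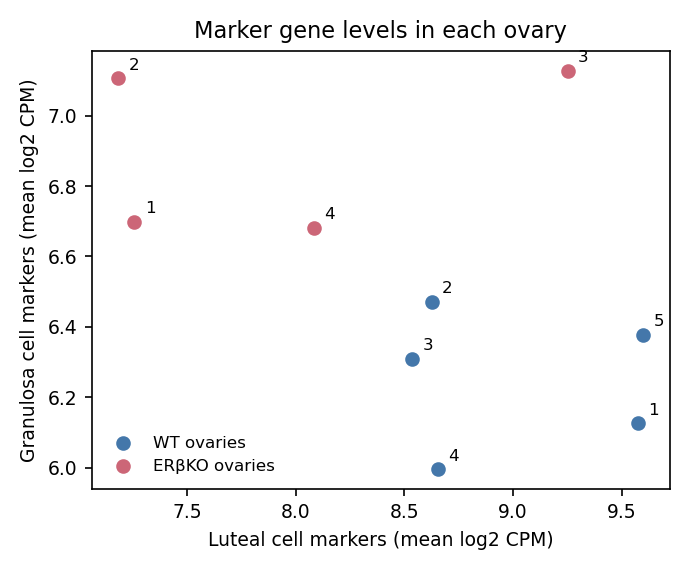
Mean log2 CPM of 10 luteal cell markers (horizontal axis) and 10 granulosa cell markers (vertical axis) in each WT and ERβKO ovary, with the replicate number beside each point. The 4 ERβKO ovaries lie above all 5 WT ovaries in granulosa markers, and the genotypes overlap in luteal markers.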

Following the loss of ERβ, a significant decrease in luteal cells, along with an increase of theca and *Nupr1*^high^ cumulus cell populations were indicated (Fig. 3D). The decrease in luteal cells confirms previous histological observations and can be directly linked to the impaired ovulatory phenotype that results in a reduced formation of corpus luteum in the ERβKO mice. Overall, our transcriptome analysis demonstrates a clear impact of ERβ on the cellular composition of the ovary.

### Characterizing ovarian ERβ target genes

In an effort to identify the direct ERβ transcriptional target genes in the ovary, we integrated our RNA-seq and ChIP-seq data. This revealed that as much as a third (30%, or 245 out of 803 genes) of the ERβKO ovarian DEGs were located nearest (their TSS) to one or multiple ERβ-binding chromatin sites (Fig. 4A). Assuming a connection between the ERβ chromatin binding and the subsequent transcript regulation upon its loss, we here denote these 245 genes as direct transcriptional targets of endogenous ERβ in the ovary. A slightly larger proportion of these binding sites (52%) contained an ERE motif compared to all ERβ-bound sites (46%). The direct targets were regulated in both directions following the deletion of ERβ (49% up and 51% down). Again, the direct target genes were enriched for functions related to response to estrogen (e.g., *Dhh*, *Pdgfrb*, *Gata4*), lipid metabolism (e.g., *Fasn*, *Cyp11a1*), positive regulation of angiogenesis (e.g., *Angpt2*, *Angpt4*), cell differentiation (e.g., *Etv6*), and multicellular organism development (e.g., *Cebpa*, *Pak3*, *Fzd1*, *Greb1*), (Fig. 4B). Also, response to hypoxia (e.g., *Angpt2*, *Endra*) was among the most enriched functions of the target genes (Fig. 4B). 

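Etv6 was lower in ERβKO ovaries (19.2 ± 3.2 FPKM in WT and 13.7 ± 1.5 FPKM in ERβKO ovaries (SD, n = 5 and 4)), with a log2 fold change of -0.52 (standard error 0.13). Its adjusted p was 0.0606 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.00528 with DESeq2, within a range of 0.00528 to 0.452 over the alternative fits. Pak3 (ENSMUSG00000031284), on the X chromosome from 143518591 to 143797796 (GRCm38), was higher, at 5.76 ± 1.6 FPKM in WT and 14.9 ± 3.3 FPKM in ERβKO ovaries (SD, n = 5 and 4). This is a log2 fold change of 1.34 (standard error 0.21), with an adjusted p of 0.0151 in the same edgeR test. Fzd1, at 7.57 ± 1.9 FPKM in WT and 3.96 ± 0.72 FPKM in ERβKO ovaries (SD, n = 5 and 4), had a log2 fold change of -0.96 (standard error 0.20). Its adjusted p in that edgeR test was 0.0402.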

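Ednra (ENSMUSG00000031616, chromosome 8 of GRCm38 from 77663031 to 77724464) was measured at 15.0 ± 0.80 FPKM in WT and 11.4 ± 0.92 FPKM in ERβKO ovaries (SD, n = 5 and 4). The difference was small, with a log2 fold change of -0.41 (standard error 0.062), but larger than the spread between ovaries. Every ERβKO ovary was below every WT ovary (two-sided exact permutation test, p = 0.0159). The adjusted p was 0.0127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.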

Related ERβ chromatin binding is exemplified in Fig. 4C. It can be noted that overall, few of the directly regulated genes had a binding site in the promoter region (13 out of the 245 genes, or 5%), encompassing *Inha*, *Hsd17b1*, *Gata4*, *Neat1* (long non-coding RNA), *Cpm*, *Epb41l2*, *Mylk3*, *Mdfic*, *Zfp219*, *Epb41l1*, *Pik3cd*, *Skil*, and *Fosl2*. 

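Of these 13 genes, 6 had higher and 7 lower levels in ERβKO ovaries, with log2 fold changes between -0.80 for Fosl2 and 0.77 for Hsd17b1. By the criteria for DEGs, 2 were called in edgeR's quasi-likelihood test and 13 had an adjusted p under 0.05 with DESeq2. The DEGs were Hsd17b1 and Mdfic. Hsd17b1, at 48.2 ± 9.0 FPKM in WT and 85.1 ± 19 FPKM in ERβKO ovaries (SD, n = 5 and 4), had a log2 fold change of 0.77 (standard error 0.16). For Mdfic, at 21.7 ± 3.1 FPKM in WT and 32.8 ± 7.1 FPKM in ERβKO ovaries (SD, n = 5 and 4), it was 0.53 (standard error 0.094). Their adjusted p-values were 0.0363 and 0.0219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted p-values of the other 11 lay between 0.0516 for Epb41l1 and 0.131 for Mylk3. Counted over this list alone, 13 of the 13 had an adjusted p under 0.05 (adjusted over the list alone), which is not independent evidence, since the genes were chosen on these ovaries. The long non-coding RNA Neat1 had a log2 fold change of -0.41 (standard error 0.12), with levels of 168 ± 38 FPKM in WT and 145 ± 21 FPKM in ERβKO ovaries (SD, n = 5 and 4). Those of Cpm, Zfp219 and Pik3cd were -0.69, 0.43 and -0.45.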

Notably, the majority of the direct targets (158 out of 245 or 64%) had an ERβ binding site in an intron, most often (86 genes, or 35%) in intron 1. This included *Greb1* (4 binding sites in intron 1), *Angpt4*, *Pak3* and *Bcl2* (each 2 binding sites in intron 1), and *Dhh* and *Pdgfrb* (each 1 binding site in intron 1). Thus, a primary mechanism whereby ERβ regulates genes appears to involve its binding to intron 1.

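The level of Bcl2 (ENSMUSG00000057329, chromosome 1 of GRCm38 from 106538178 to 106714274) was 2.83 ± 0.34 FPKM in WT and 2.97 ± 0.31 FPKM in ERβKO ovaries (SD, n = 5 and 4). The log2 fold change of 0.03 (standard error 0.10) was smaller than the spread between ovaries, with an adjusted p of 0.90 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 the adjusted p was 0.940, and none of the 20 alternative fits gave a value under 0.05 (range 0.672 to 0.981).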

**Fig. 4:**
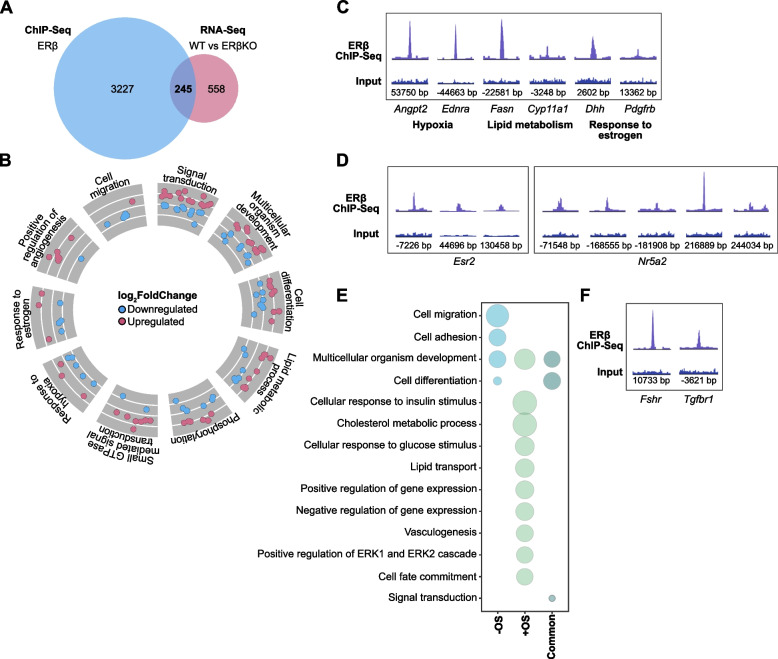
Identification of direct ERβ-regulated genes and biological pathways in mouse ovary. **A** Venn diagram representing the genes overlapping between ERβ ChIP-seq in WT ovaries (*n* = 3 replicates, each with 14 pooled ovaries from 7 mice) and RNA-seq performed in WT (*n* = 5) and ERβKO ovaries (*n* = 4). **B** Circle plot representing the top-10 enriched biological functions of the 245 overlapping genes between ChIP-seq and RNA-seq (from A). For each biological function, up- (red) and downregulated (blue) genes are represented. **C** ChIP peaks show enrichment of ERβ at chromatin by genes involved in specific functions. **D** ChIP enrichment at binding regions nearest to *Esr2* and *Nr5a2*. All tracks are set to the same Y-axis height for the ChIP-seq and input. **E** The top-10 enriched biological functions of the regulated genes identified by both ChIP-seq and microarray (before and after ovulatory signal, from [29]). The size of the bubbles corresponds to the enrichment score (-log_10_(*p*-value)). **F** ERβ ChIP signal at *Fshr* and *Tgfbr1*

Since nuclear receptors may crosstalk at several levels (regulation, interaction, shared transcriptional targets), we next explored our datasets to identify potential nuclear receptor regulation by ERβ. We found that the TSS of multiple nuclear receptor genes were located closest to several ovarian ERβ-binding sites and could thus be potential direct targets (Additional file 5: Table S4). This included ERβ itself (*Esr2*, three binding sites visualized in Fig. 4D) and LRH-1 (*Nr5a2*, five binding sites, Fig. 4D), indicating a potential regulatory loop. Similarly, SF-1 (*Nr5a1*) had two intronic ERβ-binding sites. However, neither LRH-1 nor SF-1 transcripts were significantly regulated in the ERβKO ovary. 

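Nr5a2, which encodes LRH-1, was measured at 64.5 ± 12 FPKM in WT and 71.0 ± 13 FPKM in ERβKO ovaries (SD, n = 5 and 4), a log2 fold change of 0.11 (standard error 0.16). Nr5a1, which encodes SF-1, was measured at 39.8 ± 8.4 FPKM in WT and 53.2 ± 3.8 FPKM in ERβKO ovaries (SD, n = 5 and 4), a log2 fold change of 0.39 (standard error 0.13). The adjusted p-values were 0.742 and 0.139 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 0.0519 and 0.977 for either gene over the alternative fits.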

The remaining nuclear receptor genes that were located by ERβ-binding sites (ERα, PR/*Pgr*, SHP/*Nr0b2*, PXR/*Nr1i2*, GR/*Nr3c1*, NUR77/*Nr4a1*, COUP-TF-I/*Nr2f1*, and COUP-TF-II/*Nr2f2*), as well as several nuclear receptor coregulators (incl. *Nrip1*, SRC1/*Ncoa1*, and *Ncor*), were also not detected as significantly regulated in the knockout ovaries. This lack of transcriptional regulation is in line with the result generated by Binder and colleagues using isolated granulosa cells from WT and ERβKO ovaries, where only *Pgr* was differentially expressed following ERβ knockout after ovulatory stimuli [29, 46]. 

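The genes for ERβ, LRH-1, SF-1, ERα, PR, SHP, PXR, GR, NUR77, COUP-TF-I and COUP-TF-II and for the coregulators Nrip1, Ncoa1 and Ncoa2 were on a list of 15 genes, all of which were tested. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and 0 when adjusted over the list alone; 2 had an unadjusted p under 0.05. Log2 fold changes over the list ran from -0.023 for Esr2 to 0.67 for Nr0b2. At 0.686 ± 0.33 FPKM in WT and 0.978 ± 0.28 FPKM in ERβKO ovaries (SD, n = 5 and 4), Nr0b2 was near the limit of detection. Pgr varied widely between the WT ovaries, at 2.60 ± 2.5 FPKM in WT and 3.75 ± 0.72 FPKM in ERβKO ovaries (SD, n = 5 and 4). Without WT replicate 2, which held 7.02 FPKM, its log2 fold change of 0.53 became 1.30. Its adjusted p then was 0.0107 in the same edgeR test, within a range of 0.0107 to 0.875 over the alternatives.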

To conclude, although ERβ can bind to chromatin regions close to several nuclear receptors and potentially regulate them, we did not find evidence that it does so in the ovary.

Finally, to explore which direct targets may be most consequential for ovarian function, we searched for genes where ERβ would be essential for their expression in the ovary. That is, genes whose transcripts were near absent (< 2 Fragments Per Kilobase of transcript per Million mapped reads, FPKM) in the ERβKO ovary but at least 2-fold upregulated in the WT ovary, and with high confidence (FDR < 0.0001) across the individual samples. 

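The 3 criteria are a mean below 2 FPKM in ERβKO ovaries, at least 2-fold more in WT ovaries and an adjusted p under 0.0001. They were met by 0 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 14 of the 14 genes of Table 1 had an unadjusted p under 0.05. With DESeq2 13 genes met them, all in Table 1. At an adjusted p under 0.05 in the edgeR test, 19 genes passed, among them all 14 genes of Table 1. The log2 fold changes of these 14 genes ran from -6.72 to -1.07 (median -1.89), and their adjusted p-values from 0.0104 to 0.0460. In 12 of the 14 genes every ERβKO ovary lay below every WT ovary. Slc38a3 had the smallest adjusted p of the 14, 0.0104. It was measured at 10.1 ± 4.4 FPKM in WT and 0.990 ± 0.62 FPKM in ERβKO ovaries (SD, n = 5 and 4), a log2 fold change of -3.19 (standard error 0.45). Abca7 was measured at 4.87 ± 1.7 FPKM in WT and 1.64 ± 0.14 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Mmel1 the level was 9.13 ± 8.4 FPKM in WT and 0.263 ± 0.22 FPKM in ERβKO ovaries (SD, n = 5 and 4). Their log2 fold changes were -1.58 (standard error 0.25) and -5.22 (standard error 1.06). Adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0151 and 0.0376. Most of these genes varied widely between the WT ovaries. WT replicate 2 was the lowest WT ovary for 9 of the 14 genes, where an equal chance for each WT ovary would give 2.80. Without ERβKO replicate 2, 1 of the 14 genes kept an adjusted p under 0.05.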

The expression of 14 genes fulfilled these strict requirements (Table 1). Eight of these had an ERβ chromatin-binding site, nearly all (7/8) located in an intron. Interestingly, a majority (9 out of 14, or 64%) encoded for proteins located in membranes such as cell surface receptors for low density lipoprotein (Lrp8, Lrp11) and catecholamine (Adrb2). Thus, the proteins that appear to be most dependent on ERβ for their ovarian expression are located in cellular membranes with roles in cell signaling, and they are regulated by ERβ through intronic chromatin binding. Taken together our study identifies direct targets of ERβ which furthers our understanding of its role in the ovary.

**Table 1:** Ovarian genes that appear dependent on ERβ for their in vivo expression

**Gene**	**Gene name**	**log**_**2**_**FC**	**ERβKO (FPKM)**	**WT (FPKM)**	**ERβ-binding site**
*Bhmt*	betaine-homocysteine methyltransferase	-6,7	0,3	34,0	Intergenic
*Mmel1*	membrane metallo-endopeptidase-like 1	-5,1	0,3	9,1	-
*Ssu2*	ssu-2 homolog (C. elegans)	-4,2	0,3	6,2	-
*Slc38a3*	solute carrier family 38, member 3	-3,2	1,0	10,1	Intron 1
*Lrp8*	low density lipoprotein receptor-related protein 8, apolipoprotein e receptor	-3,1	1,5	13,4	Intron 1
*Them5*	thioesterase superfamily member 5	-2,3	0,4	2,2	-
*Cabp1*	calcium binding protein 1	-1,9	0,9	4,2	Intron 1
*Tspan11*	tetraspanin 11	-1,9	0,9	3,1	Intron 2
*Lrp11*	low density lipoprotein receptor-related protein 11	-1,6	1,9	5,8	Intron 1
*Abca7*	ATP-binding cassette, sub-family A (ABC1), member 7	-1,6	1,6	4,9	Exon
*Stx11*	syntaxin 11	-1,4	1,3	3,4	-
*Adrb2*	adrenergic receptor, beta 2	-1,3	1,3	3,0	-
*Ctnna2*	catenin (cadherin associated protein), alpha 2	-1,2	1,0	2,2	Intron 1
*Nipal1*	NIPA-like domain containing 1	-1,1	1,2	2,6	-

Genes that are not expressed (< 2 FPKM per RNA-seq) in ERβKO ovary but expressed (> 2 FPKM and at least 2-fold more) in WT ovary, with high confidence of regulation across the individual samples (FDR < 0.0001). FPKM values represents average ovarian expressions (WT: *n* = 5 mice; ERβKO: *n* = 4 mice)

### ERβ gene regulation in granulosa cells during the ovulatory process

Previously, microarray comparisons of granulosa cells collected from large antral follicles of WT and ERβKO mice, before and after ovulatory signal, have identified 1361 genes related to ERβ expression [29, 46]. Only 5% (70 genes) of those were detected both before and after ovulatory signaling (Additional file 1: Fig. S2D). Since ERβ is primarily expressed in granulosa cells, we compared this data with our ERβ results from the whole ovary. While only 12% (164 of 1361) of the genes detected as regulated in the microarray were differentially expressed also in the WT and ERβKO ovarian RNA-seq (Additional file 1: Fig. S2D), the exact same proportion of genes (30%, 413 of 1361 vs 245 of 803 genes detected by RNA-seq) had an ERβ chromatin-binding site per our cistrome (Fig. 4A and Additional file 1: Fig. S2D). Exploring the pathway enrichment of all ERβ-bound (per our ChIP-seq) microarray-detected genes (413) showed that, similarly to our ERβ-bound genes in RNA-seq, developmental and differentiation genes were regulated both before and after ovulatory signal whereas other pathways were restricted to either condition (Fig. 4E). For example, genes involved in cell migration and cell adhesion were primarily regulated before the induction of ovulation, while target genes with functions in response to insulin, and cholesterol or lipoprotein metabolic processes were regulated after ovulatory signal. Genes with an ERβ chromatin-binding site, whose expression were detected as regulated in both studies (77 genes), included the key ovarian genes *Dhh* (Fig. 4C), *Fshr*, and *Tgfbr1* (Fig. 4F). Thus, several of the same genes and functions were detected in both studies, but some (including response to estrogen and angiogenesis) were only detected in our in vivo study.

### Conserved ERβ regulation between species

To explore a potential relation to human health, we compared the genes located by ERβ-bound sites in the mouse ovary (endogenous ERβ) with those previously assessed in human cell lines (only ERβ ChIP-seq data from exogenous ERβ in other cell types than ovary were available), and performed with the same validated antibody [34, 47]. This analysis showed that over one-third (1332 of 3472, or 38%) of the genes bound by ovarian ERβ (i.e., whose TSS was the closest located to the bound sites) in the mouse genome, were also bound by ERβ in human cells (Additional file 6: Table S5). Moreover, most of these genes were bound in their intronic regions in both species. In contrast, the genes bound in their promoter, transcription termination site (TTS), exon, 3’ or 5’ UTR regions, rarely had such conserved location. We also note that most of the binding sites in genes bound by ERβ in both species (1332 genes, corresponding to 2038 linked binding sites in mice) had an ERE motif (1138 of 2038, or 56%), and a nearly as large proportion (923 of 2038, or 45%) contained the NR5A motif, most commonly in combination with an ERE. Thus, also in the conserved genes, both ERE and NR5A were more frequent than the occurrence of the pioneering GATA motif (561 sites). When we specifically looked at the ovarian direct target genes (the 245 genes that were also regulated at the transcript level in the mouse), more than half of them (54% or 132 genes) also exhibited an ERβ binding site in the human cells, again most commonly in the introns (72 out of 132 genes). 

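Table S5 names the 132 genes with a binding site in both species. With edgeR's quasi-likelihood test and the criteria for DEGs, 39 of them were called between ERβKO and WT ovaries, and 132 with DESeq2. Without WT replicate 2, 92 were called, and 12 without ERβKO replicate 2.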

Here, however, the conservation was strong for the few promoter-bound target genes (mouse ovary) where nearly all (11/13 genes or 85%) were bound by ERβ in humans too, albeit only three (*INHA*, *EPB41L2*, *SKIL*) were bound at the promoter also in humans. These three direct targets with conserved promoter binding were either upregulated (*Skil* and *Epb41l2*) or repressed (*Inha*) by ERβ in the mouse ovary (Additional file 6: Table S5). 

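Skil was lower in ERβKO ovaries, at 14.9 ± 4.3 FPKM in WT and 8.97 ± 0.90 FPKM in ERβKO ovaries (SD, n = 5 and 4), and had a log2 fold change of -0.72 (standard error 0.21). Epb41l2, which the files list under its older symbol Epb4.1l2, was measured at 46.3 ± 5.7 FPKM in WT and 33.9 ± 3.8 FPKM in ERβKO ovaries (SD, n = 5 and 4). Its change, as log2 fold change, was -0.47 (standard error 0.11). Their adjusted p-values were 0.0998 and 0.0562 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were 0.0162 and 0.00342 from DESeq2, and up to 0.681 and 0.434 over the alternative fits.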

Finally, we compared our cistrome and transcriptome to human granulosa-enriched genes from the Human Protein Atlas [48]. Out of the genes defined as granulosa-enriched in humans, over a quarter (27%, or 133 of 496 genes) were either bound by ERβ (mouse or human) and/or regulated following ERβ knockout (mouse ovary) in our data sets (Additional file 6: Table S5). Twenty-four of these genes were bound and regulated (here denoted direct ERβ targets) in the mouse ovary (incl. *DHH*, *FSHR*, *GATA4*, *GREB1*, *HSD17B1*, *INHA*, *INHBB*, *LRP5*, and *LRP8*). Thus, although there are major species differences between human and murine fertility, the chromatin binding of ERβ on key targets is relatively conserved. This indicates that key ovarian genes (e.g., *INHA*, *EPB41L2*, and *SKIL*) and transcription factors (e.g., *GATA6*, *LRH-1*, and *PPARG*) are of particular importance for ERβ-mediated female fertility also in humans.

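Among the mouse counterparts of these genes, Inhbb (ENSMUSG00000037035, chromosome 1 of GRCm38 from 119415465 to 119422248) more than doubled in ERβKO ovaries, with 46.2 ± 6.1 FPKM in WT and 100.5 ± 21 FPKM in ERβKO ovaries (SD, n = 5 and 4). This is a log2 fold change of 1.09 (standard error 0.15), with an adjusted p of 0.00883 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was also past the threshold in each of the 9 fits that left out 1 ovary. Lrp5 was higher as well, at 8.56 ± 1.5 FPKM in WT and 12.2 ± 0.35 FPKM in ERβKO ovaries (SD, n = 5 and 4). The log2 fold change of Lrp5 was 0.51 (standard error 0.077), and its adjusted p was 0.0127 in the same edgeR test.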

### ERβ may co-regulate targets with LRH-1 in granulosa cells

Two species-conserved ERβ-bound genes of particular importance, LRH-1 and SF-1, are nuclear receptors that bind the DNA motif (NR5A) that we found enriched at a considerable fraction (44%, *p* = 1e^−459^, Fig. 2D). This suggests that ERβ may regulate these nuclear receptors and also function in the same chromatin-bound complex as either of them. In other tissues, these transcription factors are known to recruit, and thereby enable the function of, other nuclear receptors. For example, LRH-1 enables the function of FXR in the liver [49], and SF-1 can recruit DAX-1 (Nr0b1) to promoters in the adrenal gland [50]. Exploring all ovarian ERβ-bound sequences for presence of ERE, NR5A, or GATA (pioneering factor) motifs, we found that most (4105 out of 4875, 84%) harbored at least one of these motifs (Fig. 5A). Among the sequences harboring only one of these three motifs, ERE was predominant (1199), followed by NR5A (747) which was about twice as common as GATA (313). The combination ERE and NR5A at one single binding site (1092) was more prevalent than ERE and GATA (672). That the NR5A motif was more common than the pioneering factor GATA motif could indicate that an NR5A nuclear receptor may co-regulate ovarian genes with ERβ and/or bind first and bring ERβ in. To investigate if the identified NR5A motifs were de facto bound by an NR5A nuclear receptor (LRH-1 or SF-1) in the ovary, we used a publicly available LRH-1 ChIP-seq data set from isolated mouse granulosa cells (GSE119508, [51, 52]). We investigated whether LRH-1 chromatin-binding sites overlapped with ERβ-binding sites within the ChIP-seq peak sizes (200 nucleotides, nt). We identified that over a third of all ERβ-bound sequences (1740 out of 4875, 36%) were indeed de facto also bound by LRH-1 in granulosa cells (Fig. 5B, Additional file 7: Table S6). This demonstrates that LRH-1 and ERβ, to a large extent, bind the same (200 nt) regulatory chromatin sites in the ovarian genome. This supports the interpretation that LRH-1 is important for ERβ function in the ovary, or vice versa.

**Fig. 5:**
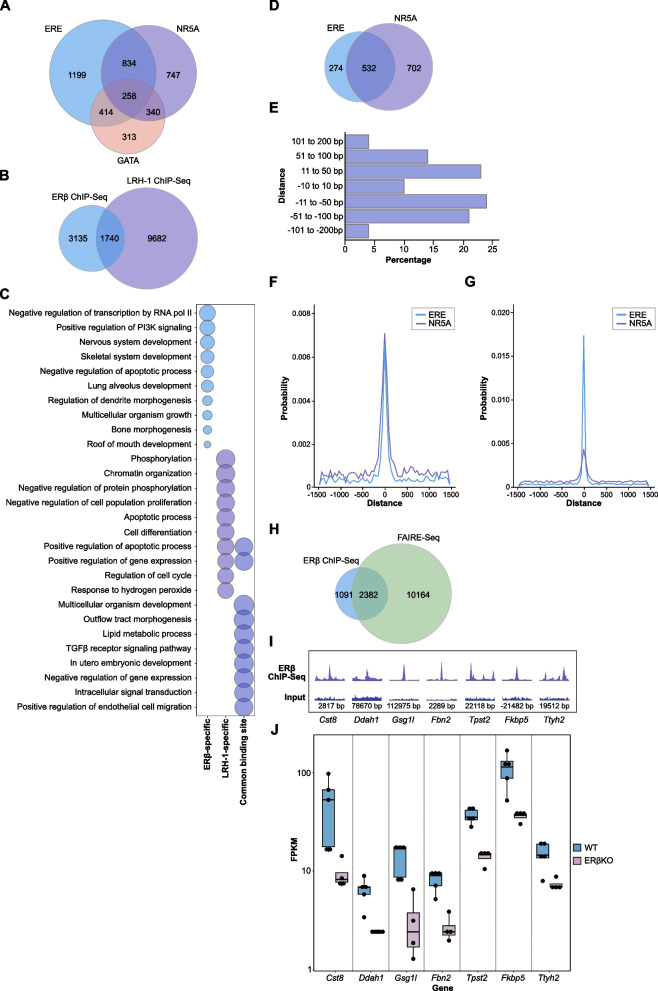
ERβ shares ovarian cistrome with LRH-1. **A** Venn diagram comparing distribution and co-occurrence of ERE, GATA, and NR5A motifs in all identified ERβ-bound sequences. **B** Venn diagram representing the overlapping chromatin-binding sites between ERβ and LRH-1. **C** Enriched biological pathways, summarized by REVIGO, comparing genes located nearest to chromatin bound by both ERβ and LRH-1 or specifically bound by either ERβ or LRH-1. The size of the bubbles corresponds to the enrichment score (-log_10_(*p*-value)). **D** Venn diagram comparing distribution and co-occurrence of ERE and NR5A motifs in the the sequences bound by both ERβ and LRH-1. **E** The distance between ERE and NR5A motifs in the sequences containing dual motifs and bound by both ERβ and LRH-1 (from D) plotted within +/- 200 bp. **F**, **G** Density plots representing motif occurrence within +/- 1500 bp distance of **F** all common ERβ and LRH-1 binding sites, and **G** all ERβ-binding sites. **H** Venn diagram comparing ERβ ChIP-seq with accessible chromatin (genes) using publicly available FAIRE-seq data [51] from granulosa cells during ovulatory stimulation. **I**, **J** ChIP enrichment and corresponding gene regulation (RNA-seq) of critical genes that require ERβ. All tracks are set to the same Y-axis height for the ChIP-seq and input

Next, we explored potential differences in function (enriched biological pathways) between genes co-bound by ERβ and LRH-1 and those bound by only one receptor. To condense the list, all biological pathways were run through REVIGO (top-ten functions illustrated in Fig. 5C). We determined that genes bound by either nuclear receptor (whether alone or together) were strongly enriched for genes involved in apoptosis. The ERβ-only bound genes were specifically enriched for PI3K signaling, extracellular matrix organization, fertilization, ERK1/ERK2 cascade, male gonad development, and positive regulation of NFκB transcription factor activity. The LRH-1-only pathways, on the other hand, were strongly enriched for chromatin organization and cell differentiation. Finally, the co-bound genes had multicellular organism development as the most enriched function (ERβ-only and LRH-1-only were also enriched for various developmental genes) and were uniquely enriched for lipid metabolic process and the TGFβ receptor signaling pathway. We thus note clear differences in functions of the genes that ERβ and LRH1 both bind (at close distance), compared to those bound only by one of the receptors.

### ERβ-LRH-1 chromatin interactions

The co-binding of two ovulation regulators, ERβ and LRH-1, to the same ovarian DNA locations, points in the direction that this is a key ovarian molecular mechanism. To better understand this mechanism, we questioned whether LRH-1 might recruit ERβ (bound DNA harbors only NR5A motif), if ERβ might recruit LRH-1 (only ERE motifs), if both may bind simultaneously, or if they compete. In an effort to explore this, we first investigated to which extent the de facto dual-bound sequences (approx. 200 nt) harbored both NR5A and ERE motifs. We found that the largest group (702 out of 1740 de facto dual bound sites, or 40%) harbored an NR5A but not an ERE motif. The second largest group (532 sites, 31%) held both an ERE and an NR5A motif (Fig. 5D), whereas the smallest group (274 sites, 16%) had an ERE without an NR5A motif (the remaining 13% lacked both two motifs). Altogether, this may indicate that LRH-1 first binds to the NR5A motif and brings ERβ into the complex.

However, a second mechanism is possible for a sizeable fraction (31%) of chromatin events where both motifs are present: LRH-1 and ERβ either bind adjacent to each other or compete for binding. To explore the latter question, we first investigated the distance between the dual ERE and NR5A motifs (532 sites de facto bound by both receptors, although not necessarily at the same time). We found that in nearly all cases (92%), the two motifs were within 100 bp of each other (Fig. 5E). Further, the density plot clearly shows that both motifs had an equally high probability occurrence within a 500 bp distance of the binding site for these dual-bound sequences (Fig. 5F). This is to be compared with the density plot for all ERβ-binding sites where the ERE has the highest probability occurrence, and NR5A comes a distant second (Fig. 5G). A technical caveat is that the NR5A motif sequence overlaps with the complementary sequence of the ERE half-site motif with all but 3 additional nucleotides, making this analysis sensitive to artifacts. For this reason, we separated the sites where the NR5A motif directly or within 10 bases overlapped with an ERE motif and found that this only occurred for 88 out of the 532 sequences and did thus not impact the overall results. Evidently, the NR5A and ERE binding sites were commonly clearly separated, supporting that binding of the two nuclear receptors to their respective motifs near each other may occur.

Finally, we investigated to what extent the identified ERβ-binding sites were present in active chromatin regions. We compared our ERβ ChIP-seq data with Formaldehyde-Assisted Isolation of Regulatory Elements (FAIRE)-seq data performed in the granulosa cells under the same settings as the LRH-1 ChIP-seq [51]. We identified that 69% of the ERβ-bound genes were located nearby active chromatin regulatory regions (Fig. 5H). According to the FAIRE-seq data, the top motifs in the active chromatin regions were LRH-1 and CTCF, while ERE motifs represented 10% of all binding sites. Thus, as this shows that ERβ primarily binds within the active chromatin regions in granulosa cells, and a large proportion also harbors a NR5A motif and de facto LRH-1 binding sites, this further supports an active ERβ-LRH-1 co-regulatory mechanism in granulosa cell gene regulation. Potentially, ERβ and LRH-1 are part of the same transcriptional complex with a dual mode of interaction. LRH-1 may bring in ERβ to the chromatin complex, and they may co-regulate target genes. Alternatively, they may compete for binding at nearby motifs. Corresponding interpretations of potential molecular mechanisms are illustrated in Fig. 6A.

**Fig. 6:**
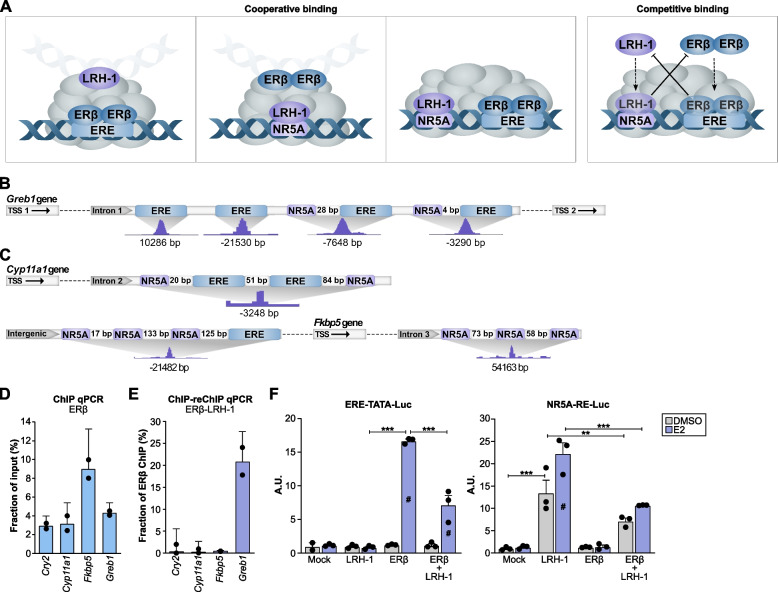
ERβ and LRH-1 are part of the same transcriptional complex. **A** Proposed binding mechanisms on chromatin bound by both ERβ and LRH-1. **B**, **C** Illustration of intergenic and intronic binding sites of ERβ, with corresponding ChIP-seq peak (below), for sites also bound by LRH-1, by genes **B ***Greb1*, with distant to *nearest* TSS (isoform 1, NM_015764, or isoform 2, NM_001252071) indicated, along with the location of ERE and NR5A motifs, and **C ***Cyp11a1*, and *Fkbp5*. **D** ERβ ChIP-qPCR (*n* = 1, with 8 pooled ovaries from 4 mice) confirms binding of ERβ to respective site, normalized to input. **E** ERβ-LRH-1 ChIP-reChIP followed by qPCR (one out of two experiments illustrated here, with 14 pooled ovaries from 8 mice, in technical duplicates) supports dual binding of ERβ and LRH1-1 to *Greb1* (intron 1), but not *Cyp11a1* (intron 2) or *Fkbp5* (intron 3) sites. Normalized to ERβ ChIP levels. **F**, **G** SW480 cells transfected to express ERβ and/or LRH-1, along with **F** ERE-TATA or **G** NR5A-RE luciferase reporter construct, show that ERβ and LRH-1 can repress each other’s transactivation activity (one out of three independent experiments per reporter construct illustrated here (*n* = 3), each with 3 technical replicates per condition, two-way ANOVA). # indicates significant difference by treatment (*p* < 0.05), ** *p* > 0.01, *** *p* < 0.001

### Key ERβ-LRH-1 target genes

To explore which gene regulations this dual binding may be critical for, we scrutinized the genes with dual de facto binding of ERβ and LRH-1 (ChIP-seq), that were most strongly upregulated by ovarian ERβ (i.e., significantly higher expression in WT ovaries compared to ERβKO, using a more stringent cutoff of log_2_FC < -0.9, FDR < 0.05). This generated a list of 28 genes (Table 2), and corresponding ERβ binding and regulation are exemplified in Fig. 5I-J. To be noted, ERβ binds to the intron of half of these genes [14] and at multiple sites in nearly half [12] of the genes (*Ddah1* for example, has four ERβ binding sites, all located in intron 1). These genes are also, according to public databases, all expressed in granulosa cells in the mouse. Out of these 28 genes, 9 genes are bound by both receptors near each other at sites that harbor both an ERE and NR5A motifs (*Cst8*, *Gsg1l*, *Dpysl4*, *Fkbp5*, *Dsc2*, *Crybb1*, *Fbn2*, *Tpst2*, and *Ctnna2*) in at least one location. Among these genes, we find those encoding key developmental proteins such as germ cell-specific gene 1-like (*Gsg1l*, related to gonad development) and Fibrillin 2 (*Fbn2*, that sequester TGFβ in the extracellular matrix and impact osteoblast differentiation). 

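All 28 genes of Table 2 were lower in ERβKO ovaries, with log2 fold changes from -3.19 to -0.96 (median -1.62). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 18 of them had an adjusted p under 0.05, and 28 when adjusted over the list alone, which is not independent evidence because the list was drawn from these ovaries. With DESeq2 all 28 had an adjusted p under 0.05. Tpst2 had the smallest adjusted p in the edgeR test (0.00537), with 36.5 ± 6.6 FPKM in WT and 13.9 ± 2.4 FPKM in ERβKO ovaries (SD, n = 5 and 4) and a log2 fold change of -1.44 (standard error 0.17). For Fbn2, at 8.17 ± 2.0 FPKM in WT and 2.67 ± 0.83 FPKM in ERβKO ovaries (SD, n = 5 and 4), the log2 fold change was -1.64 (standard error 0.23). For Ddah1, at 6.38 ± 2.0 FPKM in WT and 2.42 ± 0.11 FPKM in ERβKO ovaries (SD, n = 5 and 4), it was -1.30 (standard error 0.21). Their adjusted p-values from the same edgeR test were 0.0104 and 0.0172. The largest adjusted p was that of Enpp6 (0.122), which was measured at 3.59 ± 2.6 FPKM in WT and 1.24 ± 0.36 FPKM in ERβKO ovaries (SD, n = 5 and 4). In 21 of the 28 genes every ERβKO ovary lay below every WT ovary. Over all 28, WT replicate 2 was the lowest WT ovary for 15.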

Further, *Fkbp5*, known to be upregulated by several hormone receptors, has multiple ERβ and LRH-1 binding sites (Fig. 6C). 

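Fkbp5 (ENSMUSG00000024222, chromosome 17 of GRCm38 from 28399095 to 28517524) was measured at 109.8 ± 43 FPKM in WT and 36.0 ± 4.4 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Fkbp5 the log2 fold change was -1.68 (standard error 0.29), with an adjusted p of 0.0219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In WT replicate 2 the level was 51.9 FPKM, above the highest ERβKO ovary at 40.6 FPKM. With each ovary left out in turn the log2 fold change stayed between -1.86 and -1.45.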

*Fkbp5* (also known as FKBP54) is expressed both in mouse and human granulosa cells and encodes a co-chaperone that interacts with several hormone receptors (including AR, GR, and PR) and determines their responses [53]. Other significantly regulated genes with dual bindings (e.g., upregulated *Cyp11a1*, and downregulated *Greb1*) are also of interest (Fig. 6B-C). Both are highly expressed in mouse and human ovary. 

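Cyp11a1 was among the most abundant transcripts of these ovaries, at 1353 ± 469.9 FPKM in WT and 753 ± 226 FPKM in ERβKO ovaries (SD, n = 5 and 4). Its log2 fold change of -0.86 (standard error 0.28) had an adjusted p of 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.0252 from DESeq2, within a range of 0.0252 to 0.716 over the alternative fits. Without WT replicate 2 the log2 fold change was -0.99.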

*Cyp11a1* acts upstream of the hormone biosynthetic process, and *Greb1* has been reported to be induced by E2 in granulosa cell tumors through an ERα-dependent mechanism [54]. We have previously demonstrated that *Greb1* is upregulated by both ERα and ERβ (exogenous) in breast cancer MCF-7 cells [43]. Taken together, our data reveal proposed ovarian target genes of a novel network interaction between ERβ and LRH-1 with potential implications for fertility.

**Table 2:** Top downregulated ERβKO ovary genes with de facto ERβ and LRH-1 chromatin binding

**Gene**	**Gene Name**	**log**_**2**_**FC**	**ERβ location(s)**	**TSS (kb)**	**ERE**	**NR5A**
*Slc38a3*	solute carrier family 38, member 3	-3.2	intron 4	9.1	-	-
*Lrp8*	low density lipoprotein receptor-related protein 8, apolipoprotein e receptor	-3.1	intron 2	9.0	-	+
*Cst8*	cystatin 8 (cystatin-related epididymal spermatogenic)	-2.3	intron 2	2.8	+	+
*Nrn1*	neuritin 1	-2.3	downstream gene^a^	224	-	+
*Sgk1*	serum/glucocorticoid regulated kinase 1	-2.1	intergenic	-38	-	+
*Gsg1l*	GSG1-like	-2.1	intron 2	113	+	×2
*Dpysl4*	dihydropyrimidinase-like 4	-2.1	upstream gene^b^	-62	+	+
*Cabp1*	calcium binding protein 1	-1.9	intron 1	2.7	-	-
*Tspan11*	tetraspanin 11	-1.9	downstream gene^c^	94	-	-
*Enpp6*	ectonucleotide pyrophosphatase/phosphodiesterase 6	-1.8	intergenic	-3.5	-	+
*Fkbp5*	FK506 binding protein 5	-1.7	1: intergenic	-22	+	×3
			2: intron 3	54	-	×3
*Dsc2*	desmocollin 2	-1.7	intron 1	0.7	+	+
*Crybb1*	crystallin, beta B1	-1.7	intergenic	-1.4	+	+
*Txndc2*	thioredoxin domain containing 2 (spermatozoa)	-1.6	1: upstream gene^d^	-62	-	×3
			2: intergenic	-5.3	-	+
*Fbn2*	fibrillin 2	-1.6	intron 2	2.3	+	+
*Lockd*	lncRNA downstream of Cdkn1b	-1.6	intergenic	25	-	×2
*Aif1l*	allograft inflammatory factor 1-like	-1.5	intron 2	4.5	+	+
*Parvb*	parvin, beta	-1.5	intron 1	36	-	+
*Tpst2*	protein-tyrosine sulfotransferase 2	-1.4	intron 1	22	+	×2
*Ddah1*	dimethylarginine dimethylaminohydrolase 1	-1.3	intron 1	47	+	-
*Mrap*	melanocortin 2 receptor accessory protein	-1.3	intergenic	-2.4	-	+
*Ctnna2*	catenin (cadherin associated protein), alpha 2	-1.2	1: intergenic	-192	×2	-
			2: intron 1	71	+	+
*Hao2*	hydroxyacid oxidase 2	-1.1	1: intergenic	-39	-	+
			2: intron 1	2.6	-	-
*Gpr37*	G protein-coupled receptor 37	-1.1	intergenic	239	-	×3
*Ttyh2*	tweety family member 2	-1.0	intron 3	16	-	×2
*Fzd1*	frizzled class receptor 1	-1.0	intergenic	262	-	+
*Nek6*	NIMA (never in mitosis gene a)-related expressed kinase 6	-1.0	intergenic	-13	-	-
*Slc6a6*	solute carrier family 6 (neurotransmitter transporter, taurine), member 6	-1.0	intergenic	-37	+	-

The list includes genes that, following loss of ERβ, are strongly downregulated (average log_2_FC < -0.9; FDR < 0.05) and are also nearest to both ovarian ERβ-bound and granulosa LRH-1-bound chromatin, co-bound within 200 bp. The presence of ERE and/or NR5A motif within the bound sequence is indicated by + or -, or if multiple, with the number of motifs present (×2 or ×3)

^a^Intron 5 of *Fars2* (non-significant trend of downregulation: log_2_FC: -0.26, FDR: 0.06)

^b^Intron 9 of *Jakmip3* (downregulated)

^c^Intron 2 of *Tspan9* (not significantly regulated)

^d^Intron 3 of *Rab31* (not regulated)

### ChIP-reChIP demonstrates interaction at select genomic fragments

To experimentally test whether ERβ and LRH-1 bind to the same regulatory DNA fragments simultaneously, we performed a ChIP-reChIP experiment. We explored DNA regions of target genes indicated to be bound by both receptors (*Greb1*, dual motifs in intron 1, -3290 bp from alternative TSS 2, see Fig. 6B; *Cyp11a1* dual motifs intron 2 and *Fkbp5* NR5A-only motif intron 3, Fig. 6C). Further, an ERβ-bound region not indicated to be bound by LRH-1 (the promoter-TSS of *Cry2*, where ERβ but not LRH-1 had a detected ChIP site) was included for comparison, as well as a gene desert where neither is expected to bind (negative control). Primers were designed to cover the selected areas with amplicons of approximately 100 bp, and qPCR on a 4^th^ ERβ mouse ovary ChIP experiment (average DNA size of 100–200 bp after sonication) confirmed ERβ binding at the identified sites and not at the gene desert (Fig. 6D). Next, two independent ERβ ChIPs were followed by LRH-1 reChIPs. Several controls were included. One control omitted the LRH-1 antibody and was used to ensure that ERβ-bound sequences were not re-IP:ed in the second step and also to confirm that unspecific enrichment to the affinity beads did not occur. qPCR of the eluted DNA of this control did not generate any amplification product which validated that there is no trace of unspecific binding of our target sequences. Secondly, we included the gene desert in the qPCR of the ERβ-LRH1 reChIP DNA to control for unspecific enrichment within our samples. This sequence did not amplify in the ChIP:ed samples, in line with our other controls. However, qPCR of the same samples revealed a substantial enrichment at the *Greb1* site but not at the *Cry2* site. This was true both when the results were normalized to input (fraction of input, Additional file 1: Fig. S3B) and when compared to corresponding ERβ ChIP levels (Fig. 6E and Additional file 1: Fig. S3A). This demonstrates that ERβ and LRH-1 simultaneously bind this intron 1 region of the *Greb1* gene (with ERE and NRA5 motifs). Further, while not enriched compared to *Cry2*, amplification products were detected for the *Fkbp5* (and *Cry2*) sites, but not at the *Cyp11a1* site. This may indicate that only one of the receptors, ERβ or LRH-1, binds at one time and that they may compete for binding at these sites. However, we cannot exclude that co-binding may occur to a lesser degree at some of these sites (including *Fkbp5* and *Cry2*).

### Transactivation assays demonstrate mutual inhibition at standard response elements

As our ChIP-reChIP results indicate co-binding at select sites, and a probable competition at other sites, we tested whether the two transcription factors could impact each other’s transactivation capacity at respective classical response elements. That is, we explored if LRH-1 impacted the transactivation by ERβ at the classical ERE, and reverse, if ERβ impacted the activity of LRH-1 at its NR5A-RE, using luciferase transactivation assays, each in triplicate independent experiments. Interestingly, the E2-induced ERβ transactivation of the ERE-TATA reporter construct was significantly repressed in the presence of LRH-1 (Fig. 6F and Additional file 1: Fig. S3C). Reciprocally, the LRH-1 transactivation of the NR5A-RE reporter construct was counteracted by ERβ, independently of E2 treatment (Fig. 6F and Additional file 1: Fig. S3D). Unexpectedly, the LRH-1 transactivation of the NR5A-RE reporter construct was enhanced by E2, although neither ERα nor ERβ is expressed in the cell line. These results demonstrate a negative crosstalk between ERβ and LRH-1 at their respective response element, where they repress each other’s transcriptional activity. Thus, their co-regulation of target genes may include a repressive mechanism.

## Discussion

ERβ is known to be critical for ovarian function in multiple species. The ERβKO mouse phenotype of impaired follicular maturation, with a reduced number of fully mature follicles, is correlated with smaller litters. Meanwhile, the production of fewer litters may partially be linked to dysregulated ovulatory signaling. However, most of the knowledge is based on histological observations in knockout animals or transcriptomic analysis on isolated granulosa cells [25, 26, 29, 30]. The ovarian ERβ molecular mechanism of action, including its direct target genes, remains largely unknown. Further, the in vivo molecular mechanism is intrinsically difficult to study as there is no other cell type where ERβ is highly expressed, and its expression is absent (or lost) in cultured cells. In this study, we denote the endogenous ERβ genome-wide chromatin binding in vivo (mouse) and identify those that are also transcriptionally altered as its direct ovarian target genes. Moreover, we unravel an overlap and interaction between the ERβ and LRH-1 regulatory networks that we propose is a critical ovarian mechanism that underlies female fertility.

Our transcriptomic analysis of ERβ in WT and ERβKO ovary supports a role for ERβ in ovarian lipid metabolism, as has previously been indicated in isolated granulosa cells during ovulation [29], and we reveal its impact on genes involved in glucose metabolism. Lipids are important as a source of energy for both folliculogenesis and ovulation [55], and are crucial for the steroidogenesis that takes place in granulosa cells. Further, glucose in the follicular fluid is used by the non-vascular membrane granulosa cells [56, 57]. Both lipid and glucose metabolism have been shown to be important for the cumulus-oocyte complex, where the cumulus cells provide essential metabolites for the oocyte [58, 59]. Interestingly, the digital cytometry analysis revealed a significantly increased expression of cumulus cell markers, as well as a general augmentation of overall granulosa cell population markers in ERβKO mice. This could partly explain the differential expression of genes related to lipid metabolism and glucose homeostasis after the loss of ERβ. We found genes, both directly and indirectly regulated by ERβ, that are active in cholesterol, steroid, and fatty acid metabolism. 

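Among the genes of cholesterol metabolism, Hmgcs1 was measured at 134 ± 69 FPKM in WT and 44.0 ± 7.4 FPKM in ERβKO ovaries (SD, n = 5 and 4). Fdxr was measured at 95.8 ± 23 FPKM in WT and 60.5 ± 8.9 FPKM in ERβKO ovaries (SD, n = 5 and 4), and Cyp27a1 at 7.43 ± 0.47 FPKM in WT and 9.87 ± 0.88 FPKM in ERβKO ovaries (SD, n = 5 and 4). Their log2 fold changes were -1.63 (standard error 0.37), -0.68 (standard error 0.20) and 0.41 (standard error 0.094). Fdps had a log2 fold change of -1.38 (standard error 0.46), with at most 236 counts in an ovary. The count of Fdps is uncertain, since 26.7% of its exon length is shared with an annotated gene on the same strand. Of the genes of prostaglandin and fatty acid synthesis, Hpgd was measured at 27.8 ± 3.6 FPKM in WT and 52.8 ± 7.4 FPKM in ERβKO ovaries (SD, n = 5 and 4), a log2 fold change of 0.90 (standard error 0.11). Acacb was measured at 2.61 ± 0.46 FPKM in WT and 4.19 ± 0.32 FPKM in ERβKO ovaries (SD, n = 5 and 4), a log2 fold change of 0.62 (standard error 0.10). The adjusted p-values of Hpgd and Acacb were 0.00537 and 0.0139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ptgis, Cds1 and Fasn had log2 fold changes of 0.49 (standard error 0.12), 0.53 (standard error 0.15) and 0.80 (standard error 0.27). Adjusted p-values above 0.05 in the edgeR test with Benjamini-Hochberg adjustment were obtained for Hmgcs1 (0.0522), Fdxr (0.107), Cyp27a1 (0.0515), Fdps (0.135), Ptgis (0.0671), Cds1 (0.0958) and Fasn (0.146). With DESeq2 these 7 genes had adjusted p-values from 0.00300 for Hmgcs1 to 0.0475 for Fasn, and over the alternative fits the adjusted p reached 0.801 for Fasn and 0.459 for Hmgcs1.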

Their gene products, in addition to the enzymes that directly impact estrogen synthesis (Cyp11a1, Hsd17b1), also included proteins involved in cholesterol metabolism and steroidogenesis (e.g., Cyp27a1, Fdps, Fdxr, Hmgcs1, Lrp8, Lrp11), as well as in prostaglandin synthesis and fatty acid synthesis/elongation pathways (e.g., Ptgis, Fasn, Lep, Cds1, Hgpd, Acacb) which can impact steroidogenesis. Noteworthily, most of the DEGs belonging to the lipid pathway presented ERβ binding sites in their regulatory regions, while the DEGs involved in glucose metabolism did not contain ERβ binding sites, suggesting the latter are indirectly regulated as a consequence of lost ERβ. Further, our data confirm previous findings that *Cyp11a1* (ERβ-binding site in intron 2), *Gata4* (4 ERβ-binding sites, including in promoter), and *Runx2* (no ERβ-binding site) are regulated upon loss of ERβ in granulosa cells [29, 30]. However, we observed an upregulation rather than a downregulation of *Gata4*, and several previously identified key ERβ-regulated genes were not found to be affected in our study (incl. *Jaml*, *Ptgs2*, *Dusp9*, and *Mageb16*, which were barely detected (< 1 FPKM) and did not exhibit any ERβ-binding sites). 

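In the whole ovaries, Ptgs2 was measured at 0.599 ± 0.28 FPKM in WT and 0.597 ± 0.16 FPKM in ERβKO ovaries (SD, n = 5 and 4). Dusp9 was measured at 0.478 ± 0.31 FPKM in WT and 0.310 ± 0.18 FPKM in ERβKO ovaries (SD, n = 5 and 4). Jaml, listed under its older symbol Amica1, was measured at 0.615 ± 0.12 FPKM in WT and 0.802 ± 0.18 FPKM in ERβKO ovaries (SD, n = 5 and 4). Mageb16 had at most 2 counts in a WT ovary and 3 in an ERβKO ovary and was removed by the filter on low counts, so that a difference was not detectable at this depth. Log2 fold changes were 0.027 (standard error 0.32) for Ptgs2, -0.83 (standard error 0.42) for Dusp9 and 0.37 (standard error 0.20) for Jaml, with adjusted p-values of 0.971, 0.306 and 0.330 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.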

A difference is, of course, that our analysis included the whole ovary, and our data is impacted by differences in cell composition.

It is well known that FSH promotes the development of ovarian follicles, and that LH regulates the preovulatory maturation of oocytes, ovulation, and formation of the corpus luteum. These surges also activate pro-inflammatory genes through cAMP signaling in the ovary and the secretion of proteolytic enzymes by the follicle. These enzymes degrade the follicular tissue at the site, resulting in oocyte release [60, 61]. ERβKO mice have been reported to have an improper thinning of the follicular wall and to lack a proper expansion of the cumulus-oocyte complex [26]. Our deconvolution data show that a lack of ERβ is accompanied by an increase of theca cells in the follicular wall. While fewer cumulus cells have been reported in the knockout mice [25], we observe an increased number of specific *Nupr1*^high^ (nuclear protein 1) cumulus cells. *Nupr1* has been linked to inflammatory response and has been shown to be induced in the cumulus-oocyte complex during the ovulatory process [62]. However, *Nupr1* was also recently identified in murine atretic granulosa cells [63]. As one phenotype of the ERβKO mice is an increased number of atretic large antral follicles [26], an increased number of cumulus cells expressing high levels of *Nupr1* could explain the overall phenotype of a reduced number of cumulus cells. 

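Lyz2 was measured at 154 ± 39 FPKM in WT (SD, n = 5) and 164 ± 55 FPKM in ERβKO ovaries (SD, n = 4), a log2 fold change of 0.064 (standard error 0.23). Its adjusted p was 0.907 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over a list of 8 macrophage markers that includes Lyz2, the mean log2 CPM was 5.42 ± 0.26 in WT (SD, n = 5) and 5.48 ± 0.20 in ERβKO ovaries (SD, n = 4). The genotypes did not differ in this mean (two-sided exact permutation test, p = 0.762).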

Lastly, we also observed a trend of increased *Lyz2*^high^ macrophage cells in the ovaries of the ERβKO mice. This increase in macrophages aligns with our previous findings from colon tissue, where ERβ is anti-inflammatory and reduces macrophage infiltration [64, 65]. Our study thus contributes to understanding how ERβ impacts the ovarian cell composition, which is related to the characteristic phenotypes.

A spike in estrogen level normally occurs just before ovulation, and this provides positive feedback to the hypothalamus and pituitary, which in response will induce the LH and FSH surges. ERβKO females exhibit a reduced level of E2 at diestrus [27, 28]. This is due to the local ovarian activity of ERβ, since the surge can be rescued by implantation of ovaries from WT mice [28]. It is thus interesting that we found that several of the direct ERβ-targets are known to regulate the diestrus E2 surge (incl. *Hsd17b1*, *Hsd17b3*, *Cyp11a1*). 

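Hsd17b3 was expressed at a low level, with 0.606 ± 0.31 FPKM in WT and 1.57 ± 0.51 FPKM in ERβKO ovaries (SD, n = 5 and 4) and at most 87 counts in an ovary. Its change, as log2 fold change, was 1.47 (standard error 0.39), with an adjusted p of 0.0788 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.00898 from DESeq2, and a range of 0.00898 to 0.517 over the alternative fits.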

ERβ also bound chromatin by the aromatase gene. 

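The aromatase gene Cyp19a1 (ENSMUSG00000032274, chromosome 9 of GRCm38 from 54165937 to 54193442) varied widely between ovaries of either genotype. The mean was 9.80 ± 9.7 FPKM in WT and 16.0 ± 12 FPKM in ERβKO ovaries (SD, n = 5 and 4), and single ovaries ran from 2.31 to 29.4 FPKM. Its log2 fold change was 0.71 (standard error 0.74), with an adjusted p of 0.638 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.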

Although its expression was not altered upon ERβ loss, we note that this regulation is expected to occur specifically at diestrus and may thus only be detected at this specific time point. Overall, since we did not compare ovaries of different estrous stages, we may have missed regulations that occur at specific stages.

In accordance with ERβKO mice exhibiting a reduced size of the LH surge, we could confirm the deregulation of numerous ovarian LH and FSH surge genes. The receptors for FSH (*Fshr*) and LH (*Lhcgr*) are both expressed in granulosa cells. They are G protein-coupled receptors and signal through cAMP-dependent and cAMP-independent mechanisms which result in activated protein kinases and downstream activation of transcription factors and other proteins. 

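Apln was measured at 9.66 ± 5.5 FPKM in WT and 1.66 ± 0.27 FPKM in ERβKO ovaries (SD, n = 5 and 4), and WT replicate 2, at 1.55 FPKM, lay among the ERβKO ovaries. Its change, as log2 fold change, was -2.61 (standard error 0.53) with an adjusted p of 0.0379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -2.88 with an adjusted p of 0.00124 without WT replicate 2. Over the alternative fits the adjusted p of Apln ran from 0.000332 to 0.353. Hsd17b7 had a log2 fold change of -2.48 (standard error 0.77) at levels of 41.1 ± 33 FPKM in WT and 7.71 ± 5.5 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Saa3, at 7.85 ± 2.4 FPKM in WT and 4.34 ± 1.7 FPKM in ERβKO ovaries (SD, n = 5 and 4), it was -0.91 (standard error 0.31). For Hsd17b7 and Saa3 the adjusted p-values were 0.118 and 0.150 in the same edgeR test and 0.0373 and 0.0506 with DESeq2. They reached 0.722 and 0.667 over the alternatives.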

In accordance, most of the LH and FSH surge genes affected by ERβ deletion (incl. *Runx2*, *Star*, *Saa3*, *Apln*, and *Hsd17b7*) did not exhibit an ERβ-binding chromatin site and can thus be concluded to be downregulated as a consequence of the reduced surge in knockout animals rather than being direct targets of ERβ. Meanwhile, both the FSH and LH receptor exhibited ERβ binding sites (*Fshr* in intron 1, *Lhcgr* 4 sites in intron 3, exon 1, and intergenic), indicative of being direct transcriptional targets of ERβ. *Fshr* was significantly upregulated in the knockout, whereas *Lhcgr* was not regulated. Thus, *Fshr* appears to be repressed by ERβ in the ovary. However, we cannot exclude that this regulation is a feedback mechanism to compensate for the reduced surges.

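The level of Fshr was 8.83 ± 3.5 FPKM in WT and 18.7 ± 5.3 FPKM in ERβKO ovaries (SD, n = 5 and 4). That of Lhcgr was 127 ± 81 FPKM in WT and 108 ± 72 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Fshr the log2 fold change was 1.06 (standard error 0.26), with an adjusted p of 0.0664 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 0.00384 from DESeq2. Without WT replicate 2 the edgeR test gave an adjusted p of 0.0111, within a range of 0.00384 to 0.301 over the alternative fits. For Lhcgr the log2 fold change was -0.26 (standard error 0.60) (adjusted p = 0.851 in the edgeR test with Benjamini-Hochberg adjustment). Its direction changed with the ovaries used, from -0.73 to 0.15 with each ovary left out in turn.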

One of the strongest impacted genes upon ERβ deletion was *Bhmt*. This gene is normally highly expressed in luteal cells and is known to be absent in infertile mice. In our study, *Bhmt* was consequently highly expressed in the WT ovary (35 FPKM) but was completely absent (0.3 FPKM) in the ERβKO ovary. This could simply be a consequence of the ovulatory phenotype (dramatic reduction of luteal cells), but our finding that ERβ binds intergenic chromatin located downstream (29 kb from TSS) of the gene itself, indicates a potential direct regulation. 

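Bhmt (ENSMUSG00000074768, chromosome 13 of GRCm38 from 93616891 to 93637961) varied widely between the WT ovaries, with 53.1, 0.429, 5.33, 34.6 and 76.7 FPKM in WT replicates 1 to 5 (mean 34.0 ± 32, SD). WT replicate 2 lay among the ERβKO ovaries, which held 0.115, 0.239, 0.417 and 0.551 FPKM (mean 0.331 ± 0.19, SD). For Bhmt the log2 fold change was -6.72 (standard error 1.35), with an adjusted p of 0.0363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -7.04 with an adjusted p of 0.00574 without WT replicate 2. An adjusted p under 0.05 was obtained in 6 of the 19 alternative fits, with a range of 3.39e-07 to 0.306.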

*Bhmt* expression has also been linked to the transcription factor *Cebpa* (C/EBPα). *Cebpa* mediates LH-activated ERK1/2-dependent granulosa cell differentiation and is essential for ovulation and luteinization. *Cebpa* knockout females are subfertile, similar to ERβKO females [66]. 

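Cebpa (ENSMUSG00000034957, chromosome 7 of GRCm38 from 35119293 to 35121926) was higher in ERβKO ovaries, at 4.77 ± 0.82 FPKM in WT and 10.2 ± 3.4 FPKM in ERβKO ovaries (SD, n = 5 and 4). For Cebpa the log2 fold change was 1.09 (standard error 0.22) with an adjusted p of 0.0363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with each ovary left out in turn it stayed between 0.97 and 1.29. The ovaries of the genotypes overlapped slightly (two-sided exact permutation test, p = 0.0318).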

As the *Cebpa* gene was also bound by ERβ (two intergenic chromatin sites: 24 kb upstream and 6 kb downstream of TSS) and downregulated following ERβ knockout, ERβ may regulate *Bhmt* both directly and indirectly (via *Cebpa*).

On a mechanistic note, we observed that nearly half of the ERβ chromatin binding sites were located in introns. As an example, multiple low-density lipoprotein receptor-related proteins genes (*Lrp1*, *Lrp4*, *Lrp5*, *Lrp8*, *Lrp11*) all held ERβ bindings sites in intron 1. ERβ was furthermore essential for the expression of two of these (*Lrp8* and *Lrp11*). 

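Lrp8 fell from 13.4 ± 10.0 FPKM in WT (SD, n = 5) to 1.51 ± 0.69 FPKM in ERβKO ovaries (SD, n = 4), a log2 fold change of -3.08 (standard error 0.59). Its adjusted p was 0.0317 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lrp11 was measured at 5.83 ± 3.7 FPKM in WT and 1.89 ± 0.59 FPKM in ERβKO ovaries (SD, n = 5 and 4). This is a log2 fold change of -1.63 (standard error 0.35), with an adjusted p of 0.0460 in the same edgeR test. An adjusted p under 0.05 was kept in 2 of the 9 fits that left out 1 ovary for Lrp8 and in 2 for Lrp11.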

Lipoproteins in the plasma are the major source of cholesterol obtained by the ovarian theca and granulosa cells for steroidogenesis and *Lrp8* has been associated with reproductive traits in ducks (where it is exclusively located in granulosa cells) and has been suggested to regulate follicular growth [67]. Regulation of the Lrp proteins may thus impact estrogen production and fertility. Overall, the high frequency of ERβ bindings sites at early exons among the regulated genes, especially notable in the most strongly regulated genes (5 of 8, or 62%, of the most highly regulated gene targets), support that this as a mechanism rather than a random, non-functional binding. Studies in *C. elegans* have found that first introns are more conserved in length, are bound by more transcription factors, and that the transcription factors that bind first introns are largely different from those binding promoters [68]. Studies of the ERβ homolog, ERα, in human breast cancer cells have also found that ERα does not primarily bind promoter regions (approximately 3% of sites are in the proximal promoter region [69, 70]). From this, we propose that intron 1 binding, rather than promoter binding, may be a main mechanism for transcriptional activation of endogenous ERβ target genes.

Importantly, we identified the NR5A (LRH-1 and SF-1) motif as a DNA-binding element associated with ERβ in the ovary. We show that this motif was nearly as enriched among ERβ bound sequences as its own ERE motif. While it may be theoretically possible that the NR5A motif, which is an extension of a half-ERE site, can be bound by ERβ, this is not supported since the NR5A motif was not found to be enriched in ERβ ChIP-seq of other cells that do not express LRH-1 (exogenous ERβ expressed in colon or breast cancer cell lines [34]). Accordingly, by comparing our data to ChIP-seq of LRH-1 in granulosa cells from the literature, we could conclude that ERβ and LRH-1 indeed bind numerous identical sites over the genome in close vicinity of each other. Notably, among the direct ERβ targets where ERβ was essential for gene expression, five of eight were also bound by LRH-1 (*Ctnna2*, *Lrp8*, *Slc38a3*, *Cabp1*, *Tspan11*). This may suggest that a subset of granulosa cells genes require the cooperative activity of both ERβ and LRH-1 in the transcriptional complex for their expression. This connection between ERβ and LRH-1 is likely intrinsic to granulosa cells of the ovary, where both these nuclear receptors are highly expressed.

Our finding that the larger group of de facto dual-bound sequences contained only the NR5A motif and no ERE may support the hypothesis that LRH-1 binds first, and then recruits ERβ to the chromatin. This is in line with reports of LRH-1 acting as a pioneer factor in mice where it can bind nucleosomal DNA in vitro and promote chromatin accessibility during zygotic genome activation in two-cell embryos [71]. It is further possible, as schematically proposed in Fig. 6, that chromatin-bound LRH-1 recruits ERβ bound to DNA at another location and that this enables chromatin loop-formation.

Upon testing the hypothesis that they bind simultaneously, our ChIP-reChIP experiments demonstrated that both ERβ and LRH-1 could indeed bind co-operatively within the *Greb1* chromatin area that harbors dual NR5A and ERE motifs. This confirms their nearby interaction at the chromatin level. This particular gene is known to be upregulated by ERβ when introduced into other cell types (human MCF-7 cells, which do not express LRH-1), but was indicated by our data to be downregulated by ERβ in the ovary. Whether this is a cell type or species difference, or whether the presence of LRH-1 impacts the direction of regulation, needs further studies. Furthermore, the same experimentation showed that at certain other sites we could not detect any bound DNA (*Cyp11a1*) or no clear enrichment (*Fkbp5*). Our experimentation using transactivation assays showed that they can inhibit each other’s transcriptional activity at their classical response element. It is thus possible that ERβ and LRH-1 bind simultaneously at some sites, but one at a time at other sites, perhaps competing for binding. Whether one receptor’s transactivation (at its respective response element) is inhibited by the other nuclear receptor, is because they can bind each other’s motif (to be noted, the NR5A motif harbors sequences identical to an ERE half-site), or because of protein-protein interaction, remains to be investigated. Further, as sites far apart may directly interact with each other, investigating the related 3D chromatin architecture, using for example Hi-C sequencing, as well as exploring chromatin accessibility (ATAC, FAIRE, or DNase susceptibility) to show which sites lose transcriptional factor accessibility following ERβ deletion, can help to further elucidate their precise mechanism of action. As LRH-1 is essential for fertility, and its deletion leads to the formation of large preovulatory follicles with failure to ovulate, similar to the ERβKO phenotype [39], our data provide a direct link between these two fertility regulators.

Overall, the strengths of our study include the usage of a highly validated antibody, the unbiased approach of ChIP-seq and RNA-seq, the analysis of the endogenous ERβ activity within the tissue environment, and the comparison with knockout animals. To be noted, we also compared our data with ERβ ChIP-seq in ERβKO animals, and a direct comparison (WT ChIP vs ERβKO ChIP) confirmed over 70% of sites (WT ChIP vs input). We consider this a high fraction, considering the caveats of using ChIP on non-existent proteins. The accuracy of the cistrome is evidenced by the significant enrichments of the ERE and well-known associated motifs AP-1 and GATA. Moreover, a recent study of several ovarian transcription factors included ChIP-seq of ERβ. Although  this was performed with a non-validated antibody (Aviva, cat no: ARP37039, RRID: AB_10714286), without replicates nor corresponding input, it did nevertheless identify 3976 of our 4875 binding sites [72]. This supports the validity and generality of the provided cistrome. While we have previously studied exogenously expressed human ERβ with the same antibody and revealed its chromatin binding pattern in non-reproductive cell types, including breast and colon cancer cell lines [34, 43], and others have reported endogenous ERβ cistromes but not using the validated antibody (rat male germ cells [36] and mouse endometrium overexpressing ERβ [37]), this is to our knowledge the first time the endogenous ERβ cistrome is described in detail using validated tools.

Some weaknesses of the study should be highlighted. Since we analyzed non-synchronized ovaries in RNA-seq, the gene expression data is diluted by cells not expressing ERβ. This means that low-abundant ERβ-regulated genes are likely to be missed. Also, genes that are regulated at specific estrous stages will most likely not be detected. Thus, more genes are likely regulated than what is demonstrated in this study. This may explain some discrepancies between this study and the literature. Consequently, while we gained in studying the complete impact on the in vivo ovarian context, further studies are needed to comprehensively define the full spectrum of regulated genes, including at specific phases of the estrous cycle. However, it should be noted that a complete overlap between identified ChIP-binding sites and regulated genes is not expected. The identified overlap here is similar to what has been previously demonstrated for ERα in homogenous cell lines [43, 69, 73]. In addition, our study does not separate the binding and activity of the two ERβ splice variants present in the mouse ovary. Understanding how they impact chromatin binding and transcriptional activation is another interesting topic for further studies.

## Conclusions

We here provide wide-ranging insights into the endogenous ERβ gene regulatory landscape in the ovary and identify its ovarian target genes at the genome-wide level. Our work reveals mechanistic insights including that ERβ and LRH-1 have a shared cistrome and that they can bind simultaneously at some sites, and not at other sites, and that they can inhibit each other’s transcriptional activity. Altogether, we provide a foundation that enables a better understanding of ovarian physiology and female fertility. This data can support research for an effective treatment to overcome ineffective follicle development and oocyte maturation.

## Methods

### Animal experiment and tissue collection

Ovaries from mice with (WT) and without expression of ERβ (ERβKO) was used for this study (*N* = 80, age 4–20 weeks). ERβKO animals were generated by heterozygous breeding of ERβ^+/−^ mice generated from ERβ^flox/+^ mice (B6.129 × 1-Esr2^*tm1Gust*^, backcrossed on C57BL/6J) crossed with transgenic Rosa26-Cre deleter mice (Taconic) [74]. Deletion of exon 3 in the offspring was confirmed by standard PCR protocol with primers listed in Additional file 8: Table S7. This deletion results in a frameshift and premature stop codon, leading to a subsequent absence of ERβ protein (Fig. 1D-E). Control mice were offspring lacking Cre (thus WT ERβ). Animals were housed under a controlled environment at 20 °C with a 12-h light-dark cycle. Ovaries were harvested and prepared for ChIP-seq, ChIP-qPCR, ChIP-reChIP, IHC, WB, and RNA analysis as detailed for each experiment. The ovaries were not collected at a specific stage of the estrus cycle. All experiments were performed in accordance with the EU Directive 2010/63/EU for the care and use of laboratory animals. The local ethical committee of the Swedish National Board of Animal Research (Stockholm ethical committee, Dnr ID 211) approved all experimental protocols.

### Immunohistochemistry

Sections of formalin-fixed paraffin-embedded mouse ovary from WT (*n* = 14) and ERβKO animals (*n* = 8) were deparaffinized in xylene and rehydrated in decreasing concentrations of ethanol. The sections underwent heat-mediated antigen retrieval in citrate buffer (pH6, 15 min) followed by permeabilization (0.1% IGEPAL, 15 min) and blocking of endogenous peroxidase activity (3% hydrogen peroxidase in 50% methanol in PBS, 30 min). Slides were further blocked for unspecific binding of secondary antibodies (5% normal goat serum, 30 min at 4 °C) and unspecific avidin/biotin binding (DAKO). Incubation with primary anti-ERβ antibody (mouse monoclonal PPZ0506, R&D Systems Bio-Techne, cat no: PP-PPZ0506-00, lot no: A2, RRID: AB_2293861, 1:200 dilution) in 0.1% IGEPAL in PBS was performed overnight at 4 °C. Negative controls without primary antibody were used for each slide. The sections were incubated with appropriate biotin-conjugated anti-IgG secondary antibody (goat anti-mouse IgG, ThermoFisher, cat no: 31800, RRID: AB_228307, 1:500 dilution) for 1 h at room temperature (RT). Following incubation with avidin-biotin complex (ABC, ThermoFisher) for 45 min at RT, the staining was developed with Liquid DAB+ (3,3- diaminobenzidine) Substrate Chromogen System (DAKO). The slides were counterstained with Mayer’s Hematoxylin and dehydrated in ethanol and xylene. Images were captured using a BX53 light microscope and CAM-SC50 camera (Olympus, Tokyo, Japan). The ERβ staining was assessed using a combinative semiquantitative scoring of staining intensity and area.

### RNA in situ hybridization

WT ovary (*n* = 2) was fixed in 4% formaldehyde (24 h), stored in 70% ethanol, embedded in paraffin, and sectioned. The sections were used for RNA in situ hybridization with mouse *Esr2* probe (316121) using RNAScope 2.5HD Assay – Brown according to manufacturer’s protocol (RNAScope ACDBio). Mouse *Ubs* (310771) primer and *Dapb* were used as a positive and negative control, respectively, in mouse liver.

### RNA isolation

Frozen ovarian tissue from WT (*n* = 5) or ERβKO (*n* = 5) mice was homogenized with a tissue lyser (Qiagen, Chatsworth, CA). Total RNA was isolated with QIAzol and purified using the miRNeasy Mini Kit (Qiagen, Chatsworth, CA) according to the standard protocol, and on-column DNAse treatment was applied. Quantitative and qualitative analyses were performed with NanoDrop 1000 spectrophotometer and Agilent Tapestation 2200 (Agilent Technologies, Palo Alto, CA), respectively.

### cDNA synthesis and qPCR

One microgram RNA was reverse transcribed using the iScript cDNA synthesis kit (Biorad) according to standard protocol. Ten nanograms of cDNA were used to perform qPCR in a 10 μl volume, using iTaq universal SYBR Green supermix (Biorad), as recommended by the supplier. Non-template negative controls and melting curve analysis were used to ensure specific amplification. Samples were run in duplicates using the CFX96 Touch System (Biorad) and the relative gene expression was calculated as the mean per group using the ΔΔCt method, normalized to the geometric mean of two reference genes (*Actb* and *Gapdh*). All primer sequences are provided in Additional file 8: Table S7.

### Western blot

Frozen ovaries from WT (*n* = 2, 2 ovaries per replicate) and ERβKO mice (*n* = 2, 2 ovaries per replicate) were homogenized using a tissue lyser (Qiagen, Chatsworth, CA). Total protein was extracted in RIPA buffer (ThermoFisher, cat no: 89900) with 1× protease and phosphatase inhibitor, incubated for 30 min on ice, vortexed for 60 s, and centrifuged at 13,000 rpm for 15 min at 4 °C. Protein concentration was measured by BioRad Protein Assay Kit (Bio-Rad) and a UV spectrophotometer. On a 10% SDS-polyacrylamide gel (Biorad, cat no:4561034), 20 µg of total protein and ladder were loaded and electrophoresed. Using Transblot Turbo Transfer Kit and system the separated proteins were transferred to a PVDF membrane for 10 min (Bio-Rad, cat no: 170-4273). The membrane was incubated in 5% milk for 1 h at RT before incubation with primary antibodies against ERβ (PPZ0506, 1:1000) and GAPDH (ThermoFisher, cat no: MA5-15738, lot no: UH277724, RRID: AB_10977387, 1:1000) in 5% milk overnight. Membranes were washed four times with 0.1% TBST for 10 min, and then incubated with anti-mouse IgG HRP-conjugated secondary antibody (Cell Signaling, cat no: 7076, lot no: 33, RRID: AB_330924, 1:5000). Clarity western ECL substrate (Bio-Rad, cat no: 170-5061) was used to visualize the protein and the images were recorded using an imaging device (ThermoFisher).

### ERβ ChIP-seq and data analysis

Fresh WT ovaries (*n* = 14, from 7 mice, per triplicate) and ERβKO ovaries (*n* = 14, from 7 mice, per triplicate) were collected from 4–16-week-old mice (*N* = 42), washed with PBS, cut into small pieces, and cross-linked with formaldehyde (1%, 15 min, with shaking in between). Formaldehyde was removed by PBS washes and glycine (0.125 M) was added to stop further cross-linking. The samples were stored at -80 °C. Cells were separated using a Dounce homogenizer on ice, passed through a 100 µM cell strainer to remove connective tissue, washed with ice-cold PBS, and cell pellets were collected by centrifugation at 4500 rpm. At 4 °C, with ice-cold reagents and incubations on shaking, cell pellets were lysed (10 min) in LB1 (50 Mm HEPES, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% IGEPAL and 0.25% Triton-X) and centrifuged (4500 rpm, 5 min). The pellets were then resuspended (5 min) in LB2 (10 mM Tris-HCl, 200 mM NaCl, 1 mM EDTA), centrifuged, and dissolved in LB3 buffer (10 mM Tris-HCl, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate and 0.5% Na-lauroylsarcosine) and sonicated to generate 200–500 bp chromatin fragments. Chromatin samples were centrifuged at 13,000 rpm (5 min), and supernatants were transferred into low-binding DNA tubes and incubated overnight with ERβ antibody (PPZ0506) or IgG (mouse polyclonal, Santa Cruz, cat no: sc-2025, lot no: J1514, RRID: AB_737182) as a control. After overnight incubation, 30 µl of protein G Dynabeads were added (cat no: 10004D, Invitrogen) and incubated (4 h). Beads were washed with TSE1 (20 mM Tris-HCl, 150 mM NaCl, 2 mM EDTA, 0.1% SDS and 0.1% Triton-X), followed by TSE2 (20 mM Tris-HCl, 500 mM NaCl, 2 mM EDTA, 0.1% SDS and 1% Triton-X), LiCl buffer (20 mM Tris-HCl, 1 mM EDTA, 250 mM LiCl, 1% IGEPAL and 1% Na-deoxycholate) and TE buffer (10 mM Tris-HCl and 1 mM EDTA) for 10 min in each buffer. Samples were eluted with a NaHCO3 (0.75%) buffer containing SDS (1%) and proteinase K. Cross-linking was reversed overnight at 65 °C, followed by treatment with RNase A (1 h, 37 °C) and DNA purification using QIAquick PCR purification columns (Qiagen, cat no: 28104). The resulting DNA was used to prepare ChIP-seq libraries as using the NEB Next Ultra II DNA Library Prep Kit as previously described [33, 34], and sequenced on NextSeq 550 (75 cycles single read) with the V2 reagent kit (Illumina) at the Bioinformatics and Expression Analysis (BEA) core center at Karolinska Institute. To be noted, an IgG control ChIP was performed, but it could not be used as it did not recover enough DNA to build a library. STAR was used to map ChIP-seq reads to the mouse reference genome assembly GRCm38 (mm10) with the alignIntronMax flag set to 1. Only uniquely mapped reads were used for downstream analysis. HOMER was used for peak calling, applying a cut-off of false discovery rate (FDR) < 0.001 and > 4-fold enrichment over control input. Peaks overlapping within 200 bp were merged, and only peaks present in at least two biological replicates were considered for further analysis. De novo motif analysis was performed using HOMER default parameters. The motif sequences were further scanned in HOMER using annotatePeaks.pl for the estrogen response element (ERE: GGTCASNBTGAC), LRH-1 (CYDTGACCTTGA), and GATA (BNWGATAA), which unlike de novo motif analysis also considers half and putative motifs. The raw tag counts were normalized in R, and the edgeR package was used to identify differences in binding patterns. A complex heatmap was used to cluster and visualize the peaks. The data is available at GEO (GSE203391, [75]). Gene Ontology/biological function analysis of the genes located nearest to the binding sites was performed using DAVID.

### RNA-seq and bioinformatic analysis

Total RNA (300 ng, RNA integrity number (RIN) > 8) from frozen ovaries from WT (*n* = 5) or ERβKO (*n* = 4) mice was used for library preparation (Illumina TruSeq Stranded mRNA) and sequenced (Illumina NovaSeq6000, flow cell S4-300) at Sweden’s National Genomics Infrastructure (NGI) facility. The sequencing generated at least 13 million paired-end reads (2 × 150 bp) per sample, which were mapped to the mouse genome (GRCm38) using STAR. Gene counts and FPKM values were generated with FeatureCounts and StringTie. DESeq2, with raw counts as input, was used to calculate differentially expressed genes (DEG). The FDR was estimated by the Benjamini-Hochberg procedure. The differential expression of genes was considered significant if FDR < 0.05 and log_2_FC >|0.4|. Only genes with an FPKM average > 1 in at least one group were used for downstream analysis. The data is available at GEO (GSE196650, [76]). Analysis of gene ontology/biological function was carried out using the DAVID bioinformatics website, and the REVIGO web server [77] was used to cluster the terms based on a clustering algorithm to find representative subsets of terms. GOplot (version 1.0.2) was used in R (version 4.1.0) to visualize gene expression and GO terms in a GOcircle plot.

### Digital cytometry

CIBERSORTx [45] was used to estimate the abundances of member cell types based on our bulk ovary RNA-seq sequencing data with default settings. The annotated ovary single-cell expression matrix from a single-cell mouse cell atlas (scMCA) [44] was used as a reference. Transcripts Per Million (TPM) normalization was performed for both the single cell reference and bulk RNA-seq counts before the CIBERSORTx processing.

### ChIP-reChIP of ERβ—LRH-1

ChIP-reChIP was performed in duplicates, using ovaries from WT mice (*N* = 14, using 7 mice/14 ovaries per replicate). First ERβ was ChIP:ed onto protein G Dynabeads as performed to the ChIP-seq (above). Following the washing steps (with TSE1, TSE2, LiCl buffer, and TE buffer), the ERβ-bound chromatin complexes were eluted with 0.1 M citrate buffer (pH 3) into low-binding DNA tubes. This was incubated overnight with LRH-1 antibody (mouse monoclonal PPH2325, R&D Systems Bio-Techne, cat no: PP-H2325-00, lot no: A2, RRID: AB_2154053). An additional negative control without LRH-1 antibody was included. Next, following incubation with protein G Dynabeads and washing (TSE1, TSE2, LiCl and TE buffers), the samples were eluted per the ERβ ChIP protocol. The resulting DNA was used in qPCR to amplify sites predicted to be bound by both ERβ and LRH-1 (*Greb1*, *Fkbp5*, *Cyp11a*) or only ERβ (*Cry2*). ChIP-reChIP results were depicted both as fraction of input as well as the fraction of ERβ ChIP. Primers of a DNA desert were used as negative control. Primer sequences are provided in Table S7. An ERβ ChIP from WT mice (*N* = 4, 8 ovaries pooled) was repeated as confirmation of ERβ binding (as above for ChIP-seq). The result is normalized to input and illustrated as fold change over negative control.

### Cell culture and transactivation luciferase assay

SW480 cells (authenticated with SNP profiling and tested for mycoplasma) were used for the transactivation luciferase assay. The cells, which do not express ERβ nor LRH-1, were cultured in DMEM-high glucose (Merck) with 10% fetal bovine serum (FBS), 1% penicillin-streptomycin (Invitrogen), and 2 mM L-Glutamine at 37 °C with 5% CO_2_. On day 1, a total of 2 × 10^5^ cells per well was seeded in 24-well plates in complete medium. On day 2, the cell medium was changed to media without antibiotic 1 h prior to transfection. The cells were transfected with 250 ng of pcDNA-ERβ, pcDNA-LRH1, or pcDNA-empty expression vector per well using Xtreme-GENE DNA HP (Roche) in Opti-MEM. After 5 h the medium was replaced by fresh complete medium without antibiotics. On day 3, 500 ng of either ERE-TATA-LUC [65] or NR5A-RE-LUC (cloned from the human SHP promoter) [78] reporter plasmid per well were transfected. After 5 h the medium was replaced by Phenol red-free DMEM medium (Merck) supplemented with 5% DCC FBS (ThermoFisher Scientific) containing either DMSO (vehicle) or 10 nM E2. Whole cell lysate was harvested 24 h later, and luciferase activity was measured using the Dual-Luciferase Reporter Assay kit (Promega) in a multimodal microplate reader with an injector (HIDEX SENSE). Renilla luciferase was used as an internal control. Three independent experiments were performed.

### Statistical analysis

GraphPad Prism was used for statistical analysis (GraphPad Software Inc, La Jolla, CA). The results are expressed as mean ± SEM. For the luciferase reporter assay, a two-way analysis of variance (ANOVA) was used for multiple comparisons between the different conditions followed by Fisher’s LSD test. A *p-*value < 0.05 was considered statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001).

### Supplementary Information

**Additional file 1: Fig. S1.** Integrative genomic viewer showing the transcripts of *Esr2 *detected in the ovarian RNA-seq of WT mice (*n* = 5). The red box marks the insert region of isoform 1 (ERβ_ins) in the ovary of WT mice. **Fig. S2.** Additional ChIP-seq results and comparisons. Venn diagrams illustrating (A) detected ERβ-binding sites when normalizing ERβ ChIP-seq triplicates of WT ovaries against ERβ ChIP-seq of ERβKO ovaries, and (B) comparison of results when normalizing against input versus normalizing against ChIP-seq of ERβKO ovaries. (C) Enriched motifs among ERβ chromatin-binding sites in promoter (−1 kb to +100) and enhancer regions (−50 kb to +2 kb), respectively. (D) Venn diagram representing the overlap of our ERβ ChIP-seq and whole ovary RNA-seq of WT and ERβKO mice, compared with microarray of isolated granulosa cells from WT and ERβKO ovaries before and after ovulatory signal [29], with ERβ bound and regulated genes displayed in bold and red, respectively. **Fig. S3.** Additional replicates of ERβ-LRH-1 ChIP-reChIP and the luciferase reporter assay. (A) Replicate 2 of ERβ-LRH-1 ChIP-reChIP normalized against ERβ-ChIP, and (B) replicate 1 and 2 normalized against input. Additional replicates of (C) ERE-TATA and (D) NR5A-RE luciferase reporter assay in SW480 cells.

**Additional file 2: Table S1.** Statistics of the ERβ ChIP-seq.

**Additional file 3: Table S2.** All ChIP ERβ-binding sites.

**Additional file 4: Table S3.** All differentially expressed genes between WT and ERβKO ovaries, and the enriched biological functions.

**Additional file 5: Table S4.** ERβ-binding sites by nuclear receptors.

**Additional file 6: Table S5.** Conserved ERβ-binding sites between mouse and human.

**Additional file 7: Table S6.** Common ERβ and LRH-1 binding sites.

**Additional file 8: Table S7.** Primer sequences.

**Additional file 9.** Images of original uncropped blots of ERβ protein detection.

**Additional file 10.** Supporting data values for figures where n < 6.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. The sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession numbers GSE203391 (ChIP-seq, [75]) and GSE196650 (RNA-seq, [76]). Previously published data analyzed in this study can be found in the NCBI Gene Expression Omnibus database under accession numbers GSE149979 (ERβ ChIP-seq in human cell lines, [34, 47]), GSE44651 (microarray on WT and ERβKO ovaries, [29, 46]), and GSE119508 (LRH-1 ChIP-seq, [51, 52]). Uncropped blots and supporting data values for figures (where n < 6) is provided in Additional files 9 and 10.

## Abbreviations

aa: Amino acid
bp: Base pair
ChIP-seq: Chromatin immunoprecipitation sequencing
CYP19A1: Aromatase
DEG: Differentially expressed gene
E1: Estrone
E2: 17β-estradiol
ERE: Estrogen response element
ERα/β: Estrogen receptor alpha/beta
ERβKO/BERKO: ERβ knockout
FAIRE-seq: Formaldehyde-Assisted Isolation of Regulatory Elements sequencing
Fbn2: Fibrillin 2
FDR: False discovery rate
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
FSH: Follicle-stimulating hormone
GPER1: G protein-coupled estrogen receptor 1
Gsg1l: Germ cell-specific gene 1-like
IHC: Immunohistochemistry
LH: Luteinizing hormone
LRH-1: Liver homolog 1
Nupr1: Nuclear protein 1
RIN: RNA integrity number
RNA-seq: RNA-sequencing
scMCA: Single-cell mouse cell atlas
SF-1: Steroidogenic factor 1
TPM: Transcripts Per Million
TSS: Transcription start site
TTS: Transcription termination site
WB: Western blot
WT: Wild-type

# Supplementary material for: Ovarian ERβ cistrome and transcriptome reveal chromatin interaction with LRH-1
**Source:** BMC Biol. 2023 Nov 29;21:277. doi: 10.1186/s12915-023-01773-1
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Integrative genomic viewer showing the transcripts of Esr2 detected in the ovarian RNA-seq of WT mice (n = 5). The red box marks the insert region of isoform 1 (ERβ_ins) in the ovary of WT mice. Fig. S2. Additional ChIP-seq results and comparisons. Venn diagrams illustrating (A) detected ERβ-binding sites when normalizing ERβ ChIP-seq triplicates of WT ovaries against ERβ ChIP-seq of ERβKO ovaries, and (B) comparison of results when normalizing against input versus normalizing against ChIP-seq of ERβKO ovaries. (C) Enriched motifs among ERβ chromatin-binding sites in promoter (−1 kb to +100) and enhancer regions (−50 kb to +2 kb), respectively. (D) Venn diagram representing the overlap of our ERβ ChIP-seq and whole ovary RNA-seq of WT and ERβKO mice, compared with microarray of isolated granulosa cells from WT and ERβKO ovaries before and after ovulatory signal [29], with ERβ bound and regulated genes displayed in bold and red, respectively. Fig. S3. Additional replicates of ERβ-LRH-1 ChIP-reChIP and the luciferase reporter assay. (A) Replicate 2 of ERβ-LRH-1 ChIP-reChIP normalized against ERβ-ChIP, and (B) replicate 1 and 2 normalized against input. Additional replicates of (C) ERE-TATA and (D) NR5A-RE luciferase reporter assay in SW480 cells.

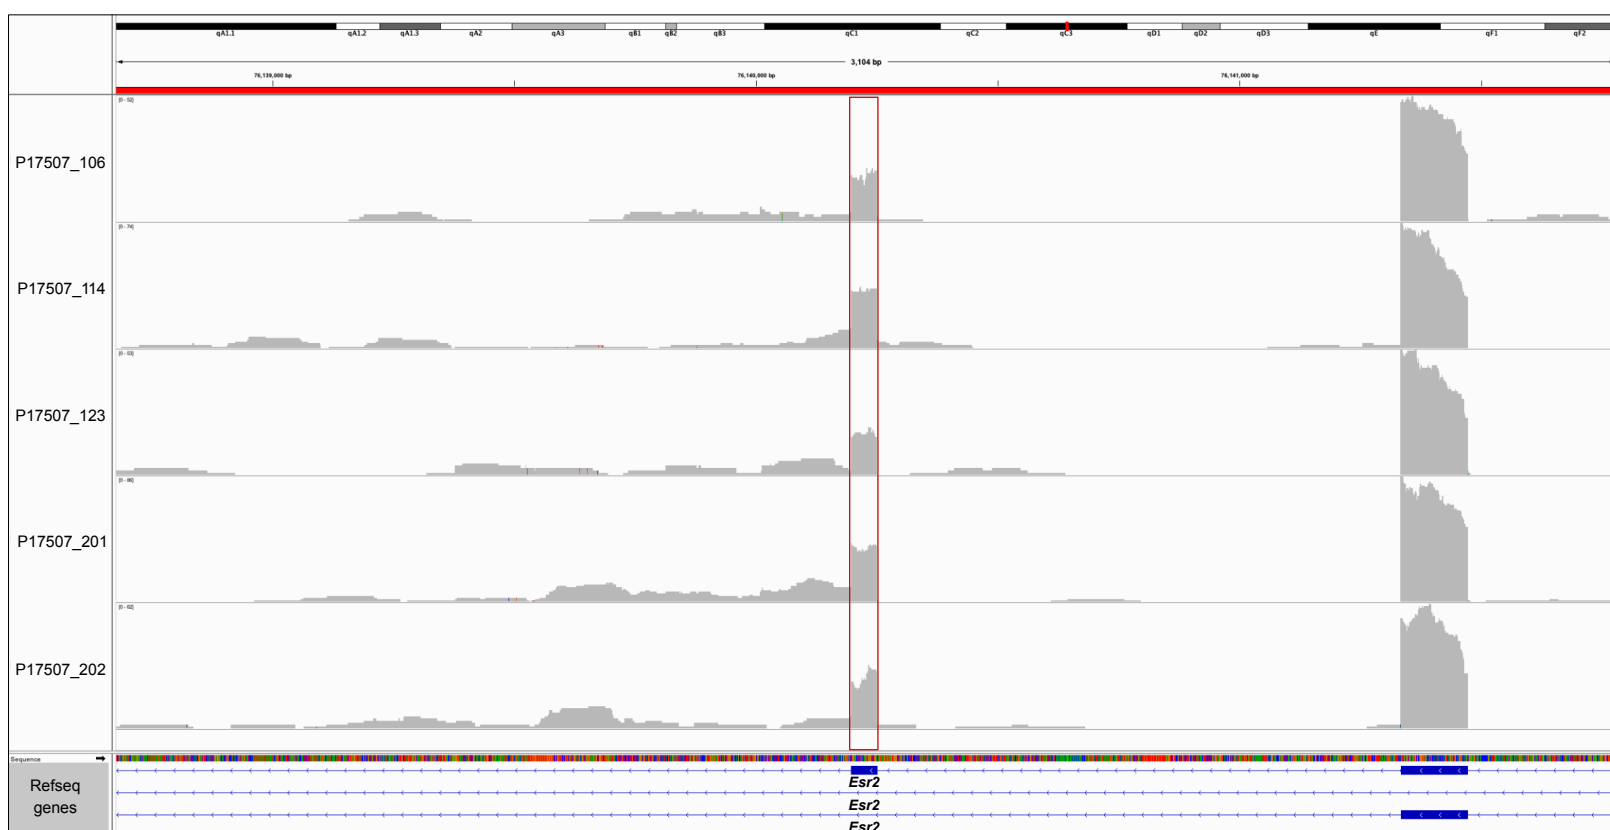

**Fig. S1.** Integrative genomic viewer showing the transcripts of *Esr2*. The red box marks the insert region of isoform 1 (ER $\beta$ \_ins) in the ovary of WT mice.

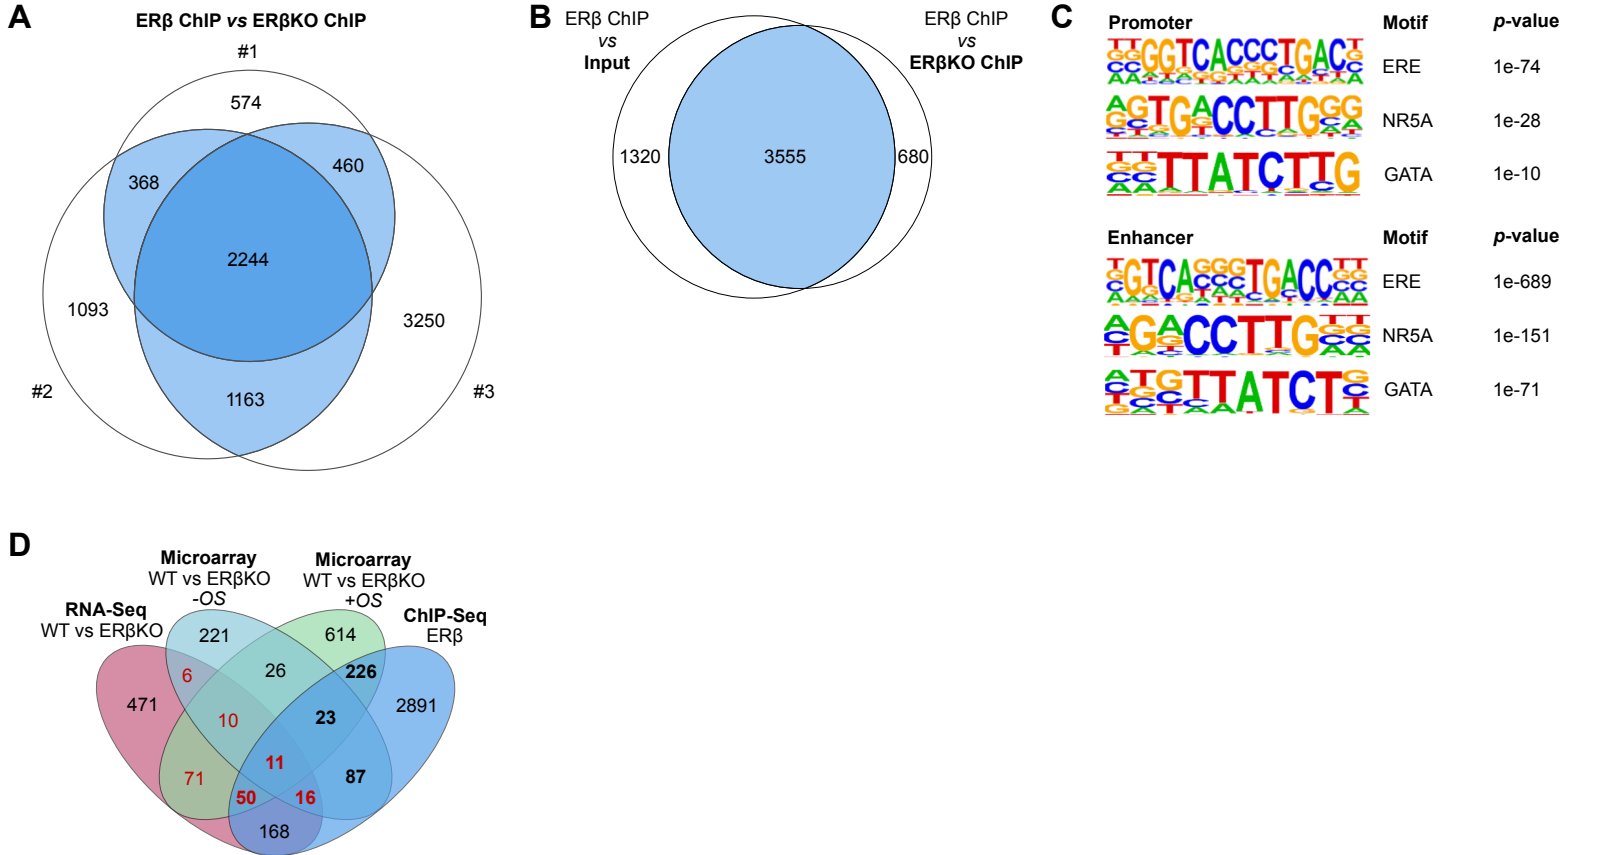

**Fig. S2.** Venn diagrams illustrating **(A)** detected ERβ-binding sites when normalizing ERβ ChIP-seq triplicates of WT ovaries against ERβ ChIP-seq of ERβKO ovaries, and **(B)** comparison of results when normalizing against input versus normalizing against ChIP-seq of ERβKO ovaries. **(C)** Enriched motifs among ERβ chromatin-binding sites in promoter (−1 kb to +100) and enhancer regions (−50 kb to +2 kb), respectively. **(D)** Venn diagram representing the overlap of our ERβ ChIP-seq and whole ovary RNA-seq of WT and ERβKO mice, compared with microarray of isolated granulosa cells from WT and ERβKO ovaries before and after ovulatory signal (28), with ERβ bound and regulated genes displayed in bold and red, respectively.

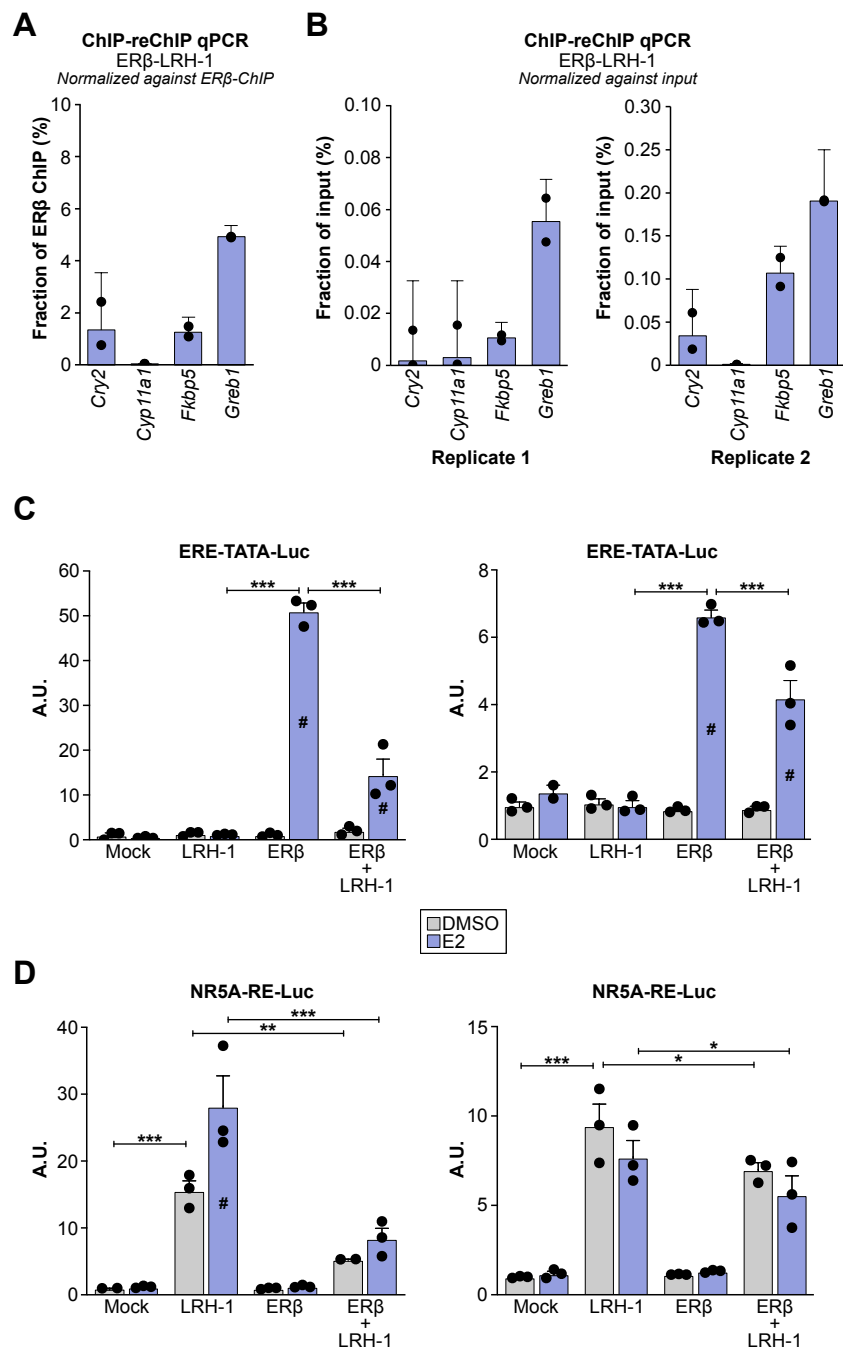

**Fig. S3.** Additional replicates of ER $\beta$ -LRH-1 ChIP-reChIP and the luciferase reporter assay. **(A)** Replicate 2 of ER $\beta$ -LRH-1 ChIP-reChIP normalized against ER $\beta$ -ChIP, and **(B)** replicate 1 and 2 normalized against input. Additional replicates of **(C)** ERE-TATA and **(D)** NR5A-RE luciferase reporter assay in SW480 cells.

# Supplementary material for: Ovarian ERβ cistrome and transcriptome reveal chromatin interaction with LRH-1
**Source:** BMC Biol. 2023 Nov 29;21:277. doi: 10.1186/s12915-023-01773-1

ER $\beta$

100  
70  
55  
35  
25

ER $\beta$ KO WT

Shown in Fig. 1C

ER $\beta$ KO WT

Biological replicate

100  
70  
55  
35  
25

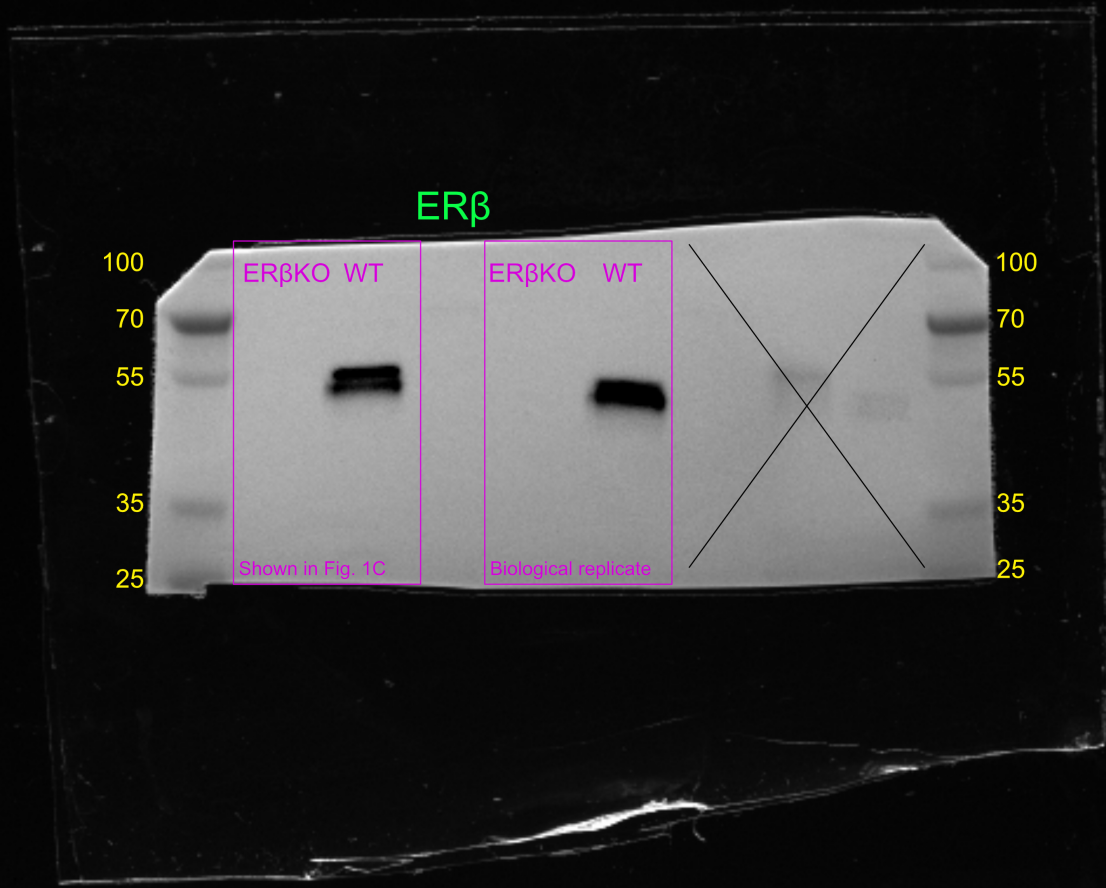

# GAPDH

100  
70  
55  
35  
25

ER $\beta$ KO WT

Shown in Fig. 1C

ER $\beta$ KO WT

Biological replicate

100  
70  
55  
35  
25

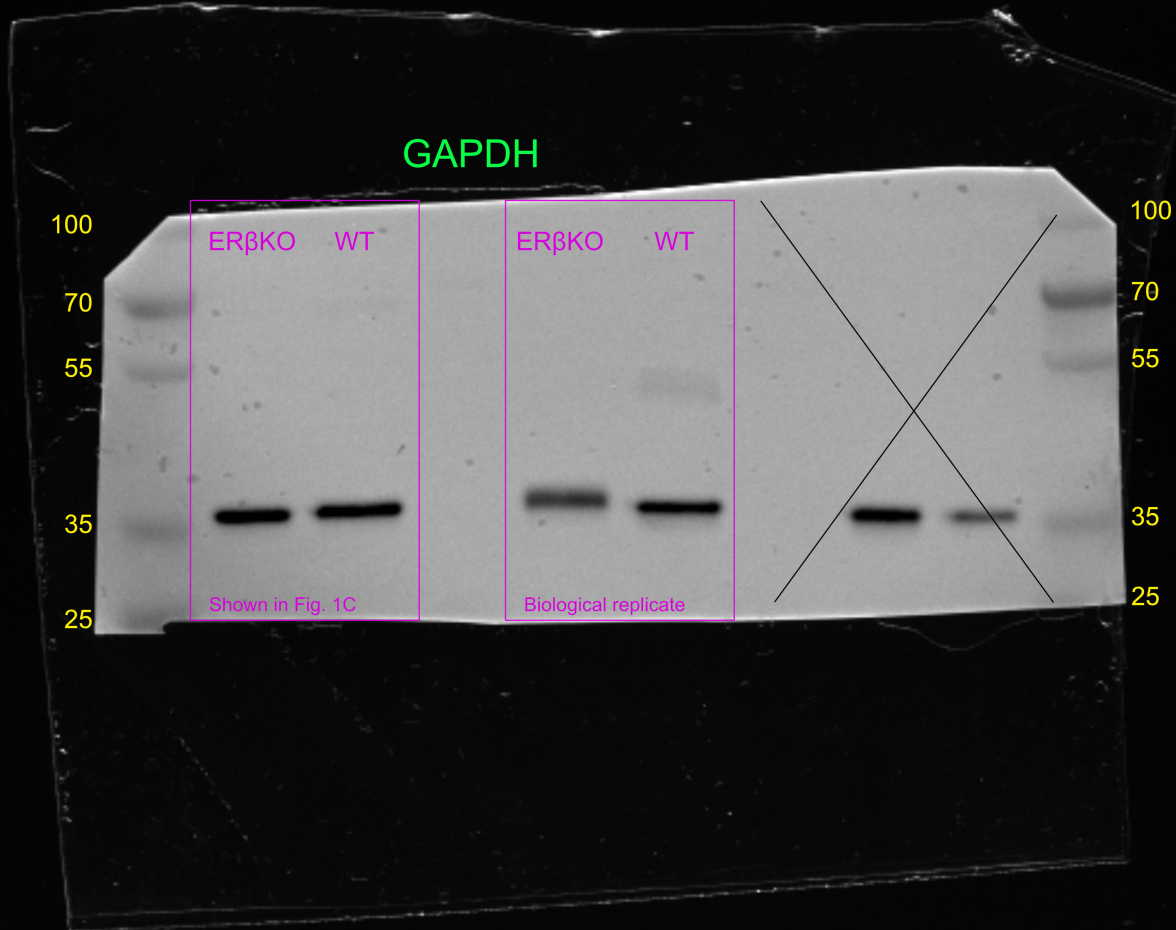

**Supplement:** Supplementary file 9 — Additional file 9. Images of original uncropped blots of ERβ protein detection.

How the deposited data were processed for this re-analysis (not part of the article)

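RNA-seq was made from whole ovaries of 5 WT and 4 ERβKO mice, 1 library per mouse. Per the study's methods, the authors prepared stranded libraries from polyadenylated RNA, sequenced read pairs of 150 bp and mapped them to the mouse genome GRCm38 with STAR. The deposited counts are raw fragment counts per gene that the authors obtained with FeatureCounts, with no normalization; whether the counting used the strand is not stated. The authors calculated the deposited FPKM values with StringTie, per kilobase of gene and per 1e6 mapped fragments of the library. The deposited TPM values were made by the authors with StringTie and are scaled to the same total in every library. The deposited coverage values are the authors' mean coverage per base of each gene from StringTie, not scaled for depth, and were read to check the columns but not used for a result. TPM were used only for shares of single genes. Replicates were not pooled.

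Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and the deposited FPKM values with limma 3.58.1. Tables were handled in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. The counts of 46078 genes were filtered with edgeR's filterByExpr, which left 16722, normalized by TMM and fitted with the genotype as the factor. The counts of a library summed to 12353740 to 18717510. The common biological coefficient of variation was 0.179. Genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with an adjusted p under 0.05, an absolute log2 fold change over 0.4 and a mean deposited FPKM over 1 in at least 1 genotype. These thresholds are the paper's, and the paper's tool, DESeq2, was run as an alternative. The standard error of a log2 fold change was taken from its size and the F statistic. Single values per ovary were compared with two-sided exact permutation tests over the 126 splits of 9 ovaries into 5 and 4.

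The 15 lists of marker genes cover luteal, granulosa, theca, stromal, endothelial, dividing, mast, erythroid, Schwann and Sertoli cells, macrophages, adipocytes, oocytes, surface epithelium and oviduct epithelium. They were tested with camera at a preset correlation of 0.01 and with fry, adjusted over the lists. Genes named in the text are those that the paper names as regulated or not regulated in the ovary RNA-seq, those of its Tables 1 and 2, and the 5 DEGs with the smallest adjusted p in each direction. The lists, this rule and the alternatives were set before the data were examined. DEGs near Esr2 and on single chromosomes were counted with Fisher's exact test.

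The alternatives were DESeq2, DESeq2's size factors and upper-quartile factors in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, the libraries numbered below 200, limma on log2 FPKM with a pseudocount of 1 or 0.1, and the mean of the adipocyte or the luteal markers as a covariate. The tests were tried on simulated counts with 200 genes changed, of which edgeR called 87.0%, DESeq2 91.0% and edgeR with the replicate block 82.5%; limma called 89.2% of the 186 it tested. Of the calls of edgeR 4.92% and of DESeq2 17.3% were false. The simulated counts were drawn with edgeR's dispersions, each changed gene differed at least 2-fold, and calls used the adjusted p alone. Camera and fry each found 10 of 10 changed lists and none of 10 unchanged ones.

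The deconvolution into cell types was not repeated, since its single-cell reference was not used here. The chromatin, human, staining and reporter data of the study were not analysed here. The overlap of DEGs with the sites bound by both factors is not reported, as that table is held 1 site short of the number stated. Values of some single genes are not reported here.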

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

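The test of the Sertoli cell list without 3 of its markers and the test of the whole X chromosome were chosen only after the results were seen. Single ovaries lay far from the others of their genotype (a gap to the nearest ovary above Dixon's 95% critical value) in 14 of 300 groups examined, a group being 1 named gene or marker list in the ovaries of 1 genotype, and chance gives 15 of 300. In log2 CPM these were Kcnd2 in ERβKO replicate 2 (3.10, the others 4.19 to 4.26), Kcnma1 in ERβKO replicate 2 (3.71, the others 4.48 to 4.58), Sema3g in WT replicate 3 (6.37, the others 5.20 to 5.47), Inha in WT replicate 5 (9.77, the others 9.46 to 9.53), Greb1 in ERβKO replicate 1 (9.88, the others 10.42 to 10.51), Lep in WT replicate 5 (1.73, the others 2.94 to 3.35), Angpt2 in WT replicate 3 (4.31, the others 4.80 to 4.98), Bcl2 in ERβKO replicate 1 (5.00, the others 4.75 to 4.79), Nr2f2 in WT replicate 3 (7.32, the others 7.02 to 7.09), Apln in WT replicate 2 (2.77, the others 5.32 to 6.26), Tspan9 in ERβKO replicate 1 (6.12, the others 5.83 to 5.85), Slc38a3 in WT replicate 3 (3.43, the others 5.08 to 5.56), Ttyh2 in ERβKO replicate 1 (5.41, the others 5.07 to 5.13) and, as mean log2 CPM, the list of erythroid cell markers in ERβKO replicate 4 (3.92, the others 2.35 to 2.59). WT replicate 3 and ERβKO replicate 1 held 4 of these values each. The number of counted fragments was normalized and was not found to differ between the genotypes (exact permutation test, p = 0.429), and no biological explanation was tested for these values.

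Ptprz1 and Zpld1 were among the 5 DEGs with the smallest adjusted p in their direction, and the paper does not discuss them. Ptprz1 was measured at 1.47 ± 0.31 FPKM in WT and 6.08 ± 0.66 FPKM in ERβKO ovaries (SD, n = 5 and 4), with a log2 fold change of 1.89 (standard error 0.15). For Zpld1 the level was 0.205 ± 0.076 FPKM in WT and 7.67 ± 3.3 FPKM in ERβKO ovaries (SD, n = 5 and 4) and the log2 fold change 5.09 (standard error 0.43), with at most 20 counts in a WT ovary. The adjusted p-values were 0.000497 and 0.000796 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and for both genes every ERβKO ovary lay above every WT ovary. With each ovary left out in turn the adjusted p of both was under 0.05 in all 9 fits, and over all alternatives (20 for Ptprz1 and 19 for Zpld1, which 1 did not test) it reached 0.00734 and 0.0189. A sequence variant of the knockout strain at these genes was not tested.

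The Schwann cell list was higher in ERβKO ovaries, with a median log2 fold change of 0.46 over the 7 of its 10 genes that were tested, 5 of them higher (adjusted p = 1.61e-06 with camera and 0.000583 with fry; exact permutation test of the mean, p = 0.0159, or 0.0794 after Benjamini-Hochberg adjustment over the 15 lists). Of its genes 2 are in Table S3. Its abundant genes moved apart: Pmp22, the most abundant, went from 36.5 to 44.8 FPKM, and Mbp fell from 9.26 to 4.45 FPKM (log2 fold change -0.95, adjusted p = 0.0353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These values do not show more Schwann cells in ERβKO ovaries, and no other explanation was tested for this list.

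The list of adipocyte markers was higher in ERβKO ovaries, with a median log2 fold change of 1.35 and all 11 genes higher. The call came from camera (adjusted p = 1.61e-06) and not from fry (adjusted p = 0.193) or the exact permutation test of the mean (p = 0.0635, adjusted over the 15 lists 0.191), and without ERβKO replicate 1 the median was 0.73. Fabp4, the most abundant marker, went from 83.9 ± 31 to 235 ± 177 FPKM (SD, n = 5 and 4), and 3 of the genes are in Table S3. Adipose tissue left on some ovaries is a candidate explanation for this list and for the higher levels of the lipid genes Lep, Plin1, Cd36 and Fasn. After removing the genotype means, the mean of 5 other markers (Adipoq, Cidec, Cfd, Retn and Adrb3) followed the mean of these 4 genes over the 9 ovaries (Pearson r = 0.911, permutation p = 0.00332; Spearman rho = 0.683, permutation p = 0.0497). Without ERβKO replicates 1 and 4, the 2 ovaries farthest from the mean, r was 0.462 (permutation p = 0.247), so the correlation rests on those ovaries. With the adipocyte mean as a covariate, the log2 fold change went from 0.90 to 0.19 for Cd36 and from 0.80 to 0.21 for Fasn. Lep and Plin1 are part of that mean, so this fit says nothing about them. The 5 markers differed between the genotypes with p = 0.0952 and the 4 genes with p = 0.0794 (exact permutation tests), so the difference between the genotypes, which adipose tissue also needs, was not shown for either. The protocol in the sample labels describes a high-fat and a control diet and injections of an ERβ ligand or vehicle, while each ovary is labelled untreated. The diet of each mouse is not given, so a difference in diet between the ovaries stays open and could not be tested. More fat in or around ERβKO ovaries as an effect of the genotype stays open as well, and was not tested.

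The Sertoli cell list, which belongs to the testis, was higher in ERβKO ovaries, with a median log2 fold change of 0.87 over 7 tested genes of 8, 6 of them higher (adjusted p = 1.32e-06 with camera and 0.000867 with fry). The paper names 2 of the genes, 4 are in Table S3, and 1 is also in the granulosa list. Amh, the most abundant, went from 14.4 to 18.3 FPKM. Without Dhh, Gata1 and Amh, the 4 other markers (Sox9, Cldn11, Ptgds and Aard) were 0.80 log2 CPM higher in ERβKO ovaries on average (exact permutation test, p = 0.0159), with 3 of the 4 higher, so those 3 genes alone do not carry the difference. Ptgds went from 4.23 to 3.98 FPKM. The lists of endothelial cells and macrophages had median log2 fold changes of -0.087 and 0.04. They do not decide whether a lower share of luteal cells raised the Sertoli list, since a loss of luteal tissue need not raise all other cell types alike. Whether cells of ERβKO ovaries take on a Sertoli-like state was not tested, and this list may also hold genes of granulosa cells, whose list was higher too.

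DEGs were more frequent on the X chromosome, where 22 of 480 genes with a mean over 1 FPKM were DEGs (4.58%), than on other chromosomes (1.94%; odds ratio 2.44, Fisher's exact test, p = 0.000361, adjusted over 20 chromosomes p = 0.00722), and 18 of the 22 were higher in ERβKO ovaries, with a median log2 fold change of 0.80. Chromosome 6 also passed, with 27 DEGs of 721 genes (odds ratio 1.98, adjusted p = 0.0242 by the same Fisher's exact tests), 12 of them higher. The unadjusted p of the X chromosome was under 0.05 in 16 of 20 alternatives. The exceptions were the fits without WT replicate 2 (Fisher's exact test, p = 0.187, with 26 of 38 X-linked DEGs higher), without ERβKO replicate 4 (0.0529), with a replicate block (0.256) and with the luteal mean as a covariate (0.515). Over all 480 X-linked genes the median log2 fold change exceeded that of 13682 autosomal genes by 0.013, and Xist had a log2 fold change of -0.021 (standard error 0.057). These values argue against more expression from the whole X chromosome. The X-linked genes of the knockout strain and regulation by ERβ were not tested as causes.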

How the results depend on the processing

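None of the tests in this part was chosen after the results were seen. With DESeq2's size factors 303, with upper-quartile factors 316, without a filter 388 and with at least 10 counts in every ovary 274 DEGs were called, against 287; without the threshold on FPKM 306 and without that on the fold change 320. The odds ratio of DEGs among genes within 10 Mb of Esr2, 2.10 (p = 0.0764), passed the threshold of Fisher's exact test in 3 of these 4 fits, at 2.34, 2.58 and 2.43, and at 3.20 in a window of 5 Mb. Without a filter, the lists of oviduct epithelium (0.35) and surface epithelium (0.24) came under an adjusted p of 0.05 in camera. None of the named genes tested changed direction under these 4 alternatives (133 genes in each of the first 3 and 124 with at least 10 counts in every ovary), and those that passed to the other side of the threshold numbered 1, 3, 15 and 0, all becoming called.

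With DESeq2, 803 genes were DEGs, 376 higher and 427 lower, 797 of the genes of Table S3 were called, 132 genes with conserved sites against 39, and 28 of 28 genes of Table 2 against 18. The criteria of Table 1 were met by 13 genes with DESeq2 and, at an adjusted p threshold of 0.05, by 19 with edgeR. The lists of oviduct epithelium (0.34) and surface epithelium (0.24) passed in camera on the DESeq2 statistics. Of the named genes 51 became called and 81 stayed on their side of the threshold. The cause was not tested. On simulated counts with 200 changed genes 17.3% of the DESeq2 calls and 4.92% of the edgeR calls were false. That simulation used edgeR's own dispersions and the adjusted p alone, and its share of changed genes need not be that of the ovaries. It therefore cannot say how many of the 803 DEGs are false.

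In limma on log2 FPKM with a pseudocount of 1, 86 DEGs were lower, 7 of 14 genes of Table 1 and 11 of Table 2 were called, the odds ratio near Esr2 was 3.33, and the stromal list changed direction (0.034). With a pseudocount of 0.1, 7 genes of Table 1 were called, the odds ratio was 3.28 and the stromal list was at 0.037. Of the named genes tested 21 were no longer called and 1 became called in either fit. The cause was not tested. With fry, and with camera at a correlation estimated from the data, the lists of adipocytes (1.35 and 1.35), luteal cells (-0.86 and -0.86) and oocytes (0.42 and 0.42) were no longer called; by construction the median stays and the test changes.

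The replicate numbers do not pair the ovaries: the correlations of the deviations from the genotype means were 0.095, 0.13, -0.043 and -0.011 for the 4 shared numbers and -0.011 for different numbers. With the replicate number as a block, 155 genes were DEGs, 66 higher and 89 lower, 148 genes of Table S3 and 5 genes of Table 1 were called, and Bcl2 (-0.024), Nr2f1 (-0.037) and the lists of erythroid cells (-0.14) and macrophages (-0.0093) changed direction. The oocyte list lost its call (0.27), and those of oviduct epithelium (0.36) and surface epithelium (0.20) gained one. Of the other named genes 26 were no longer called and 5 became called, and in a design that does not pair the ovaries the block spends degrees of freedom.

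With the adipocyte mean as a covariate, about 1.2e+02 genes were DEGs, 96 higher and 23 lower, with 113 genes of Table S3, 18 with conserved sites, 1 of Table 1 and 3 of Table 2 called and an odds ratio near Esr2 of 4.33. Esr2 (0.12), Bcl2 (-0.10), Nr2f1 (-0.075), Ncoa2 (-0.018), Lhcgr (0.36) and the lists of dividing cells (-0.091) and, by construction, adipocytes (-0.022) changed direction, the oocyte list was at 0.26 and no longer called, and that of surface epithelium (0.27) was called. With the luteal mean as a covariate, 21 DEGs were left, 17 higher and 4 lower, all 21 of them in Table S3, with 5 having conserved sites, 0 of Table 1 and 1 of Table 2. Bcl2 (-0.10), Nr4a1 (0.67), Nr2f1 (-0.35), Lhcgr (0.65) and the lists of dividing cells (-0.25) and theca cells (-0.14) changed direction, and those of luteal cells (-0.26) and oocytes (0.077) were not called. Of the other named genes 41 and 50 were no longer called and 1 and 0 became called. Either mean is higher or lower in ERβKO ovaries on average, so a covariate also takes up part of the genotype difference; beyond this the cause was not tested.

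With the 7 ovaries numbered below 200 (WT replicates 1 to 3), 51 genes were DEGs, 30 higher and 21 lower, 51 in Table S3, 11 with conserved sites, 0 of Table 1 and 4 of Table 2, and the odds ratio near Esr2 was 8.38. Esr2 (0.15), Nr4a1 (0.44), Nr2f1 (-0.12), Ptgs2 (-0.12), Lhcgr (0.48) and the lists of dividing cells (-0.045), erythroid cells (-0.17) and macrophages (-0.12) changed direction, the oocyte list (0.26) lost its call and that of oviduct epithelium (0.46) gained one. Of the other named genes 43 were no longer called and 1 became called.

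Across the 9 fits that each left out 1 ovary, from 60 to 919 genes were DEGs (lowest without ERβKO replicate 2, highest without WT replicate 2), 42 to 488 higher and 18 to 431 lower. Of the genes of Table S3 59 to 601 were called, of those with conserved sites 12 to 92, of Table 1 1 to 14, of Table 2 3 to 27 and of the nuclear receptors and coregulators 0 to 1. The odds ratio near Esr2 ran from 1.66 to 9.01, and the log2 fold change of Esr2 from -0.27 to 0.14. Log2 fold changes that changed direction ran from -0.031 to 0.089 for Bcl2, -0.73 to 0.15 for Lhcgr, -0.052 to 0.18 for Nr2f1, -0.021 to 0.10 for Nr2f2, -0.79 to 0.28 for Nr4a1, -0.013 to 0.21 for Nr5a2 and -0.17 to 0.33 for Ptgs2. The medians of lists that changed direction or call ran from -0.13 to 0.24 for dividing cells, -0.41 to 0.37 for erythroid cells, -0.032 to 0.15 for macrophages, 0.26 to 0.63 for oocytes, 0.26 to 0.47 for oviduct epithelium, -0.12 to 0.14 for stromal cells and 0.18 to 0.32 for surface epithelium. Without WT replicate 2, 39 other named genes became called and none was lost. Leaving out an ovary lowers the power of the test by construction, and the rise without WT replicate 2 is taken up under other observations.

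At these depths Mageb16 was not testable, and genes near the floor such as Nr0b2 and Kcnj16 allow only large differences to be called. On simulated counts of the same depth, with 200 genes each changed at least 2-fold, 87.0% of them were called by edgeR. Smaller changes were not simulated, so this share does not give the power for genes that differ less than 2-fold. For such genes a missing call in edgeR is not evidence of no change. The planned result on DEGs near sites bound by ERβ and LRH-1 is not reported, because Table S6 as held here is 1 site short of the number the paper states.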

Differences from the paper's values

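No test in this part was chosen after the results were seen. The paper's 803 DEGs compare with 287 here, the paper's 375 upregulated genes with 153 and the paper's 427 downregulated genes with 134. Of the alternatives set before the data were examined, DESeq2 (803, 376 and 427) and the fit without WT replicate 2 (919, 488 and 431) came within 1.5-fold of the paper's counts and the others did not; DESeq2 is the tool of the paper's methods. The paper's 14 genes of Table 1 compare with 0 that met its criteria here, while all 14 had an unadjusted p under 0.05, and with 13 under DESeq2 and 19 at an adjusted p threshold of 0.05, the 2 alternatives within 1.5-fold of the paper's count. The paper's 28 genes of Table 2 compare with 18 called here, and DESeq2 (28), the fit with no low-count filter (22) and the fit without WT replicate 2 (27) came within 1.5-fold of the paper's count; the 28 itself was reached with DESeq2 alone. The paper's 132 DEGs with conserved sites compare with 39 here, with 132 under DESeq2 and 92 without WT replicate 2, and no other alternative came within 1.5-fold of the paper's count.

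For 37 mean FPKM values of the named genes reported here, Table S3 and the deposited FPKM values differ by more than 1.5-fold. Smaller differences are not counted, so the other mean of a listed gene may differ as well. Each pair gives the paper's value first and the value here second: Tgfbr1 (8.832 and 29.6 in WT), Itga2 (24.24 and 2.83 in WT; 34.05 and 1.81 in ERβKO), Itga4 (16.29 and 1.12 in WT; 23.91 and 0.814 in ERβKO), Fshr (3.902 and 18.7 in ERβKO), Runx2 (8.707 and 28.0 in WT; 4.388 and 2.32 in ERβKO), Kitl (26.16 and 13.1 in WT; 13.32 and 23.3 in ERβKO), Dhh (5.763 and 3.83 in WT; 14.95 and 9.09 in ERβKO), Angpt4 (3.59 and 1.34 in WT; 1.24 and 2.62 in ERβKO), Pak3 (3.834 and 5.76 in WT; 9.086 and 14.9 in ERβKO), Fzd1 (4.45 and 7.57 in WT; 2.052 and 3.96 in ERβKO), Ednra (520.7 and 15.0 in WT; 1092 and 11.4 in ERβKO), Epb41l2 (1.769 and 46.3 in WT; 1.107 and 33.9 in ERβKO), Mdfic (34.88 and 21.7 in WT; 14.28 and 32.8 in ERβKO), Ptgis (1.465 and 9.40 in WT; 1.985 and 13.4 in ERβKO), Lrp8 (11.32 and 1.51 in ERβKO), Stx11 (110.3 and 3.4 in WT; 205.9 and 1.33 in ERβKO), Ctnna2 (3.765 and 2.18 in WT; 5.53 and 0.959 in ERβKO), Nipal1 (1.53 and 2.60 in WT; 2.917 and 1.24 in ERβKO), Enpp6 (2.617 and 1.24 in ERβKO), Dsc2 (3.821 and 1.86 in ERβKO), Aif1l (7.074 and 36.7 in WT) and Snapc1 (0.7258 and 7.78 in WT). The alternatives that leave out ovaries did not bring these values within 1.5-fold of the paper's, with the exception of Runx2 in WT ovaries (without WT replicates 1, 4 or 5, or with WT replicates 1 to 3), Dhh in WT ovaries (without WT replicates 1, 2 or 4, or with WT replicates 1 to 3) and Pak3 in WT ovaries (without WT replicates 2 or 3). In Table S3 the FPKM of 90 genes go in the opposite direction to their log2 fold change.

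Of the 104 genes that the paper names as regulated in the ovary, 53 had an adjusted p of 0.05 or more in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these 53, 51 were under 0.05 with DESeq2, 38 without WT replicate 2, 15 without a filter on low counts, 11 without WT replicate 3, 7 without ERβKO replicate 1, 5 with the replicate block, 3 with upper-quartile factors, and 1 each with DESeq2's size factors, without WT replicate 4, with WT replicates 1 to 3, in either limma fit and with the adipocyte covariate.

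The paper lists Cyp11a1 and Runx2 with the FSH and LH targets that rise in the absence of ERβ, whereas their log2 fold changes here were -0.86 and -3.57. Elsewhere the paper itself names Cyp11a1 among the downregulated genes and Runx2 among those lowered by the reduced surge, so the conflict lies within its wording. The paper states that Cebpa falls in ERβKO ovaries, and its log2 fold change here was 1.09. Bcl2, which the paper lists among bound and regulated genes, had a log2 fold change of 0.03 here, and its adjusted p was at least 0.672 over the 20 alternatives. Bcl2 and Saa3 are the 2 of the 53 genes not under 0.05 with DESeq2. The mean of Lrp8 in ERβKO ovaries is 1.51 FPKM here, which rounds to the paper's value in Table 1 and not to that in Table S3.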

Other observations

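All tests of WT replicate 2 (its label, its luteal cells and its low levels of Table 1 genes), of mt-Nd4l and of the FPKM values of Table S3 were chosen only after the results were seen. Of 100 splits of the 9 ovaries into 5 and 4, drawn at random with the real one among them, 2 gave as many DEGs as the real one, 3 as many higher and 2 as many lower, and 2 gave as many genes meeting the Table 1 criteria at an adjusted p under 0.05. The other split with as many, 789 DEGs (351 higher and 438 lower, with 51 genes meeting the criteria), set WT replicates 1, 3, 4 and 5 against WT replicate 2 together with the ERβKO ovaries. A split with WT replicate 2 and ERβKO replicates 2 to 4 in one group gave 211 DEGs, 164 of them higher. With DESeq2, 1 of 40 splits, the real one, gave as many DEGs; the largest count of another split was 218, and the split that joins WT replicate 2 to the ERβKO ovaries was not among those drawn.

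On the first principal component WT replicate 2 (at 9.43) lies between the other WT ovaries (-43.8 to -15.6) and the ERβKO ovaries (19.4 to 35.4). Whether it is a mislabelled ERβKO ovary was read from several measures in the fit without it, tried in turn, which do not give one answer. In the first, the share of DEGs at which it lay nearer the mean of the other WT ovaries was 37.1% of 919, no higher than the 42.1% of ERβKO replicate 1 left out the same way (3.39 to 18.4% for the other ERβKO ovaries), and this did not exclude a wrong label. The measures that followed were chosen after that outcome was seen. Of the 20, 50 and 100 genes with the smallest p it lay nearer WT at 13, 30 and 57, against 8, 25 and 44 for ERβKO replicate 1 and 11, 31 and 66 for WT replicate 3. Of 78 DEGs whose genotypes lay apart by more than the range of either, it lay nearer WT at 47, against 38 of 85 for ERβKO replicate 1 and 43 of 66 for WT replicate 3. Single genes such as Ptprz1, at 1.72 FPKM in WT replicate 2 and 5.34 to 6.71 FPKM in ERβKO ovaries, speak for its label. Of the DEGs within 10 Mb of Esr2 in the fit without it, where a mislabelled ovary would carry the flanks of the knockout allele, it lay nearer WT at 8 of 15, between the other WT ovaries (6 of 6, 6 of 6, 5 of 5 and 5 of 5 for WT replicates 1, 3, 4 and 5) and the ERβKO ovaries (1 of 6, 1 of 5, 0 of 5 and 0 of 4 for replicates 1 to 4). The genes near Esr2 argue against a wrong label without excluding it, the share of all DEGs does not argue against it, and the label stays open, since the deleted exon is not seen in counts per gene. The study states that the deletion was checked by PCR in its mice, and it shows Esr2 read tracks of the 5 WT ovaries. Those tracks were not read for the deleted exon here.

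Fewer luteal cells in WT replicate 2 are another candidate explanation: among the DEGs of the fit without it, 83.3% of the 574 at which it lay nearer ERβKO followed the luteal mean across the 4 other WT ovaries, against 64.2% of the 341 others (odds ratio 2.77, Fisher's exact test across genes that share the same ovaries, p = 1.48e-10). The luteal mean of WT replicate 2 itself was 8.62 log2 CPM, within the 8.53 to 9.60 of the other WT ovaries, so the luteal markers alone do not set this ovary apart. The stage of the cycle and the age of the mouse stay open and were not tested.

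Fewer luteal cells in ERβKO ovaries may account for part of the DEGs that were lower. Of these 134 genes, 91.8% rose with the luteal mean across the 5 WT ovaries, against 55.2% in random lists matched on expression (permutation p = 0.0001, the smallest that 10000 lists can give), and 85.8% against 53.4% across the 4 WT ovaries other than replicate 2. Of the 153 higher DEGs, 70 (45.8%) rose with it, against 54.9%. These comparisons draw genes that share the same ovaries as if independent, so the p does not measure the spread between ovaries. The most abundant luteal marker, Hsd3b1, went from 2533 ± 777 to 1684 ± 43 FPKM (SD, n = 5 and 4). With the luteal mean as a covariate, all 134 lower DEGs kept their direction and 4 their call, and their median log2 fold change went from -1.03 to -0.85; that of the higher DEGs, 16 of which kept their call, was 0.82 and 0.82. Direct regulation by ERβ of genes that luteal cells express stays open, since the luteal share and the genotype vary together.

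The genes of Table 1 were low in WT replicate 2 in 9 of 14 cases. Luteal activity that differs between single WT ovaries is a candidate explanation for the spread of these genes: across the 4 other WT ovaries, 11 of 14 (78.6%) rose with the luteal mean, against 45.6% in random matched lists (permutation p = 0.0134). The direction over 4 ovaries is a coarse measure, and the p draws genes that share these ovaries as if independent. A role of ERβ in the genes of Table 1 stays open.

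Within 10 Mb of Esr2, 6 of 146 genes (4.11%) were DEGs, against 281 of 14031 elsewhere (2.00%; odds ratio 2.10, Fisher's exact test, p = 0.0764). These were Sptb (1.08), Snapc1 (-1.04), Slc38a6 (-0.70), Dact1 (-0.83), Sav1 (-0.67) and Ltbp2 (0.70), with log2 fold changes in parentheses; the names were taken after their values were seen. Each of them separates all ERβKO from all WT ovaries, WT replicate 2 included (exact permutation test, p = 0.0159 for each). The odds ratio ran from 1.36 to 9.01 over 22 alternatives, 15 of which gave p under 0.05. Sequence of the donor strain left around the knockout allele and effects of the loss of ERβ cannot be told apart for these genes, since all ERβKO ovaries carry the allele and its flanks.

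Nnt, which differs between C57BL/6 substrains, had a log2 fold change of -0.77 (adjusted p = 0.0929 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, p = 0.0476). A substrain difference between the genotypes would part the ovaries into groups far apart. Nnt ran from 15.5 to 29.3 FPKM in WT and from 10.6 to 18.6 FPKM in ERβKO ovaries, and the largest gap between neighbouring ovaries was 27.2% of the range, which argues against such a difference. The smaller fall stays open.

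Mast cells and erythroid cells, which express Gata1, would bring their other markers. The mast cell list was 0.34 log2 CPM higher in ERβKO ovaries on average and the erythroid list 0.029, both below the log2 fold change of Gata1, 1.31 (exact permutation tests after shifting by that change, p = 0.0159 and 0.0318). The most abundant markers went from 74.1 to 63.2 FPKM (Hdc) and from 54.0 to 57.9 FPKM (Hbb-bs). This argues against more of either cell type as the whole cause of the rise of Gata1.

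In camera, the median log2 fold changes and adjusted p-values of the lists not given elsewhere were 0.28 and 0.249 for mast cells, 0.091 and 0.946 for erythroid cells, 0.014 and 0.730 for dividing cells, -0.022 and 0.434 for stromal cells, 0.42 and 0.0109 for oocytes, 0.35 and 0.0729 for oviduct epithelium and 0.24 and 0.0597 for surface epithelium; the adjusted p was 0.242 for endothelial cells and 0.730 for macrophages. For granulosa cells the median was 0.61, and for theca cells 0.077, where Cyp17a1, the most abundant marker, went from 48.4 to 246 FPKM.

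WT replicates 4 and 5 carry library numbers above 200 and the other ovaries numbers below. Without them the log2 fold changes of the 287 DEGs kept their direction, and the median ratio to the values with all ovaries was 0.955, which argues against a difference between the series as the cause of the DEGs.

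The authors' TPM of mt-Nd4l made up 55.9 to 58.4% of all TPM of an ovary, from 65 to 104 counted fragments, and all genes of the mitochondrial genome 66.4% of TPM against 5.59% of counts. mt-Nd1, mt-Nd2 and mt-Nd4 are listed at 0 FPKM, with at least 88954, 52506 and 51881 counts. If the reads of the overlapping mt-Nd4 had been given to mt-Nd4l, the counts of both over the length of mt-Nd4l would reach its listed FPKM, and they reach 1.88% of it on average. This argues against that cause. The share did not differ between the genotypes (exact permutation test, p = 0.476), and no biological explanation was tested.

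Of 799 genes of Table S3 that could be matched, 644 carry the mean FPKM of the deposited values and 155 do not. Of the latter, 152 (98.1%) carry the FPKM pair of another gene with the same FDR, while 27.3% of all 799 genes share their FDR with another gene. An exchange of values among genes with the same FDR is a candidate explanation, and it leaves the log2 fold changes as they are: 797 of the 799 lie within 0.01 of those from DESeq2 here. No biological explanation applies.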
